# Rapid and stable changes in maturation-related phenotypes of the adult hippocampal neurons by electroconvulsive treatment

**DOI:** 10.1186/s13041-017-0288-9

**Published:** 2017-03-02

**Authors:** Yuki Imoto, Eri Segi-Nishida, Hidenori Suzuki, Katsunori Kobayashi

**Keywords:** Antidepressant, Electroconvulsive seizure, Hippocampus, Maturation, Granule cell

## Abstract

Electroconvulsive therapy (ECT) is a highly effective and fast-acting treatment for depression. Despite a long history of clinical use, its mechanism of action remains poorly understood. Recently, a novel cellular mechanism of antidepressant action has been proposed: the phenotype of mature brain neurons is transformed to immature-like one by antidepressant drug treatments. We show here that electroconvulsive stimulation (ECS), an animal model of ECT, causes profound changes in maturation-related phenotypes of neurons in the hippocampal dentate gyrus of adult mice. Single ECS immediately reduced expression of mature neuronal markers in almost entire population of dentate granule cells. After ECS treatments, granule cells showed some of physiological properties characteristic of immature granule cells such as higher somatic intrinsic excitability and smaller frequency facilitation at the detate-to-CA3 synapse. The rapid downregulation of maturation markers was suppressed by antagonizing glutamate NMDA receptors, but not by perturbing the serotonergic system. While single ECS caused short-lasting effects, repeated ECS induced stable changes in the maturation-related phenotypes lasting more than 2 weeks along with enhancement of synaptic excitation of granule cells. Augmentation of synaptic inhibition or blockade of NMDA receptors after repeated ECS facilitated regaining the initial mature phenotype, suggesting a role for endogenous neuronal excitation in maintaining the altered maturation-related phenotype probably via NMDA receptor activation. These results suggest that brief neuronal activation by ECS induces “dematuration” of the mature granule cells and that enhanced endogenous excitability is likely to support maintenance of such a demature state. The global increase in neuronal excitability accompanying this process may be relevant to the high efficacy of ECT.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13041-017-0288-9) contains supplementary material, which is available to authorized users.

## Background

Granule cells (GCs) in the hippocampal dentate gyrus (DG) have been implicated in the pathophysiological mechanisms of neuropsychiatric disorders including depression and schizophrenia, and have been suggested to be an important target for both pharmacological and physical therapeutic treatments [1–6]. We have recently demonstrated distinct changes in the molecular and physiological phenotypes of GCs as a candidate cellular mechanism of action of a selective serotonin reuptake inhibitor (SSRI): The SSRI fluoxetine can transform several mature features of GCs in the adult mouse DG [7]. The fluoxetine treatment strongly reduced expression of mature GC markers, induced active somatic membrane properties resembling immature GCs, and decreased short-term plasticity at the dentate-to-CA3 synaptic connection that characterizes the mature dentate-to-CA3 signal transmission. These changes cannot be explained simply by an increase in newly generated immature GCs, but are most likely characterized as “dematuration” of mature GCs [7].

These changes in the maturation-related phenotypes of GCs were not observed after short-term treatment of fluoxetine, and the efficacy of fluoxetine is quite variable among individual mice [7, 8]. Such unstable and unpredictable nature of the effects of fluoxetine well mimics common clinical observations in antidepressant medication such as delayed emergence of therapeutic effects and treatment resistance [9]. In a mouse model of depression and anxiety, the changes in the maturation-related phenotypes of GCs can be induced at a serum concentration of fluoxetine close to that seen in patients during fluoxetine medication [10], suggesting clinical relevance of these changes in GCs. Therefore, we proposed that modifications of maturation-related phenotypes in mature neurons may cause some beneficial or therapeutic effects of SSRIs by reinstating cellular functions of immature neurons. This proposal has been supported by demonstration of similar SSRI-induced changes in the neuronal maturation status in other brain regions [11, 12].

In addition to antidepressant drugs, electroconvulsive therapy (ECT) has been used to treat depression. ECT was originally devised for treating psychosis in the 1930s [13] and is currently considered as the most effective treatment for depression [14]. ECT has fast-acting antidepressant effects and is effective in most of medication-resistant patients. Despite a long history of clinical use, the mechanism of action of ECT still remains poorly understood. In particular, it is unknown how distinct types of treatments, antidepressant drug medication and ECT, converge on the same antidepressant action. In rodents, ECT-like stimulation has been shown to reduce immunoreactivity for the calcium binding protein calbindin in the DG [15, 16]. Calbindin has been considered as a marker for mature GCs, because its expression is not seen in newly generated GCs at the cell age of 10 days or less and is established in about 4 weeks [17]. A reduction of calbindin expression is one of characteristic features of demature GCs in SSRI-treated mice. Therefore, it is possible that ECT-like stimulation can also induce dematuration of GCs, possibly in a more rapid and consistent manner than SSRI treatments. To test this hypothesis, in the present study, we examined how electroconvulsive stimulation (ECS), an animal model of ECT, regulates maturation-related phenotypes of the mature GCs in the adult mouse DG.

## Results

### Downregulation of mature granule cell markers by ECS

The matured state of GCs is characterized by several distinct molecular and physiological features [18, 19], and chronic SSRI treatment can change some of such features to immature-like ones [7, 8, 10, 20]. We first examined the effect of ECS on the expression of the mature GC marker calbindin in adult mice and found that expression of the gene encoding calbindin (*Calb1*) in the DG was entirely reduced by a single ECS (Fig. 1a), which is consistent with the previous observations of the reduced calbindin-like immunoreactivity after ECS [15, 16]. A single and repeated ECS (11 times over a period of 3 weeks) reduced the expression of *Calb1* and that of the gene encoding tryptophan 2,3-dioxygenase (*Tdo2*), another mature GC marker [7, 21], at 6 h after the stimulation (Fig. 1b). After repeated ECS, the gene expression of desmoplakin (*Dsp*) and interleukin-1 receptor type 1 (*Il1r1*), which show developmental expression profiles similar to those of *Calb1* and *Tdo2* [7], was also reduced (Fig. 1c). The global reduction of calbindin expression after repeated ECS was confirmed at the protein level (Fig. 1d, e). In contrast, the same treatment did not affect the expression of the neuronal marker NeuN (Fig. 1d) or PSD-95 (Fig. 1e), which excludes the possibility that ECS caused non-specific damage on GCs. Repeated ECS upregulated the expression of calretinin, a marker of immature GCs at the early post-mitotic stage, in the subgranular zone, probably via increased adult neurogenesis. The majority of the NeuN-positive and calbindin-negative GCs in the DG did not express calretinin after ECS (Fig. 1d). We next examined the effect of ECS on the stimulus-induced expression of immediate early genes (IEGs), which is an index of the maturity of activity-dependent neuronal responsiveness in vivo [18, 19, 22]. While a single ECS induced robust expression of the IEG c-fos in the majority of GCs, this c-fos expression in GCs was strongly suppressed after repeated ECS (Fig. 2a). Repeated ECS significantly suppressed robust induction of other IEGs, *Gadd45b, Nr4a1, Arc,* and *Egr1*, in the DG at 1 h after the stimulation (Fig. 2b). We further compared gene expression profiles at 1 h after the stimulation between single ECS-treated and repeated ECS-treated DGs. Among genes that showed significant changes by a single ECS treatment (329 increased genes and 1,090 decreased genes), more than 300 genes (195 increased genes and 117 decreased genes) showed reduced responsiveness after repeated ECS treatments (Fig. 2c). Functional gene ontology classification revealed that the genes that showed reduced responsiveness after repeated ECS are strongly associated with cellular responses to a variety of stimuli including cAMP, hormones, and cytokines as well as regulation of transcription (Additional file 1: Table S1-S2).

**Fig. 1:**
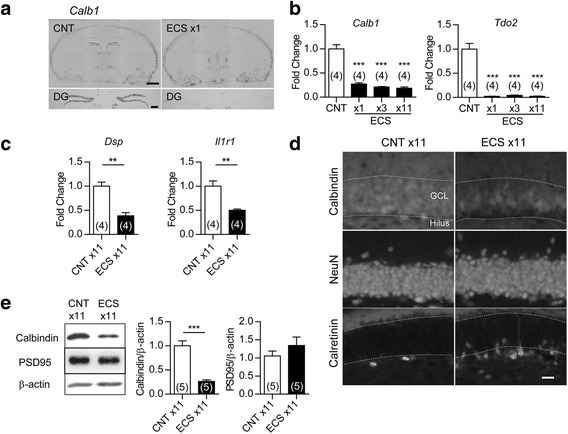
Alteration of GC maturation stage markers in the DG after ECS. **a** *,* Representative images of *in situ* hybridization of *Calb1* at 6 h after single ECS or sham (CNT) treatment. Scale bars: upper 1 mm, lower 200 μm. **b**, The relative expression of *Calb1* and *Tdo2* at 6 h after the indicated number of ECS (Dunnett’s test following one-way ANOVA: *F*_(3,12)_ = 69.72, *** *P* < 0.001 for *Calb1*, *F*_(3,12)_ = 67.15, *** *P* < 0.001 for *Tdo2*). **c**, The relative expression of *Dsp* and *Il1r1* after 11 ECS sessions (*t*_(6)_ = 5.733, ** *P* < 0.01 for *Dsp*, *t*_(6)_ = 4.418, ** *P* < 0.01 for *Il1r1*). **d**, Representative images of immunoreactivity for NeuN, calbindin, and calretinin in DG at 24 h after 11 ECS sessions. GCL: granule cell layer. Scale bar: 20 μm. **e**, Immunoblot detections of reduced calbindin D-28 K expression (*t*_(8)_ = 6.899, *** *P* < 0.001) and intact PSD-95 expression in DG (*t*_(8)_ = 1.082, *P* = 0.31). The n number is given in graph. Data are presented as means ± SEM

**Fig. 2:**
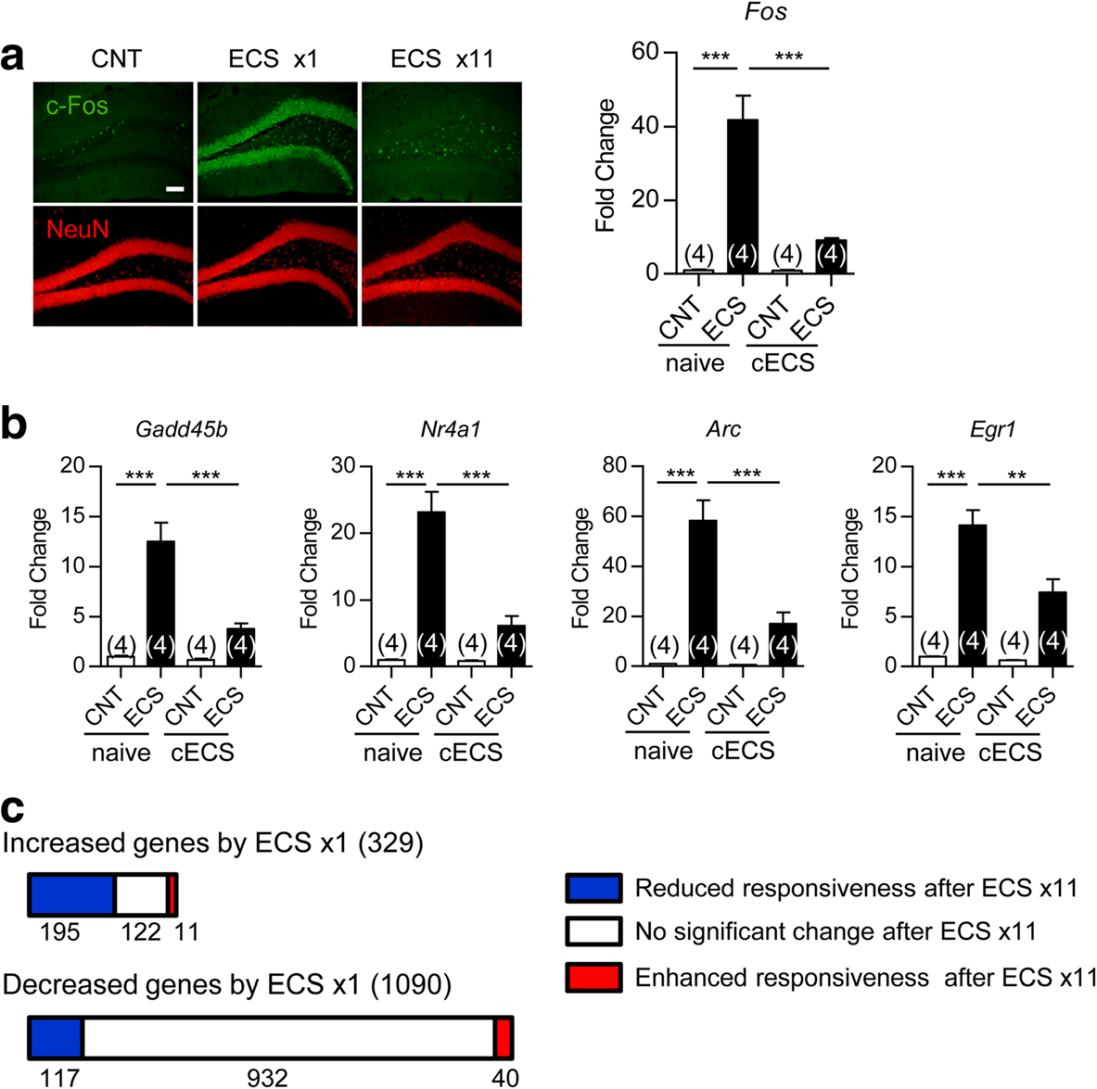
Altered stimulus-induced gene expression in DG after repeated ECS. **a**, Left: representative images of immunoreactivity for c-fos and NeuN at 2 h after the last ECS. Scale bar, 100 μm. Right: the sham (CNT) treatment or ECS was applied to naive mice or mice treated with 10 times of chronic ECS (cECS). The expression of *Fos* at 1 h after the last treatment was examined (Tukey’s test following one-way ANOVA: *F*_(3,12)_ = 35.77, *** *P* < 0.001). **b**, The relative expression of other IEGs (*Gadd45b*, *Nr4a1*, *Arc*, and *Egr1*) mRNA at 1 h after the last ECS or control treatment (Tukey’s test following one-way ANOVA: *F*_(3,12)_ = 31.16, *** *P* < 0.001 for *Gadd45b*, *F*_(3,12)_ = 38.36, *** *P* < 0.001 for *Nr4a1*, *F*_(3,12)_ = 33.39, *** *P* < 0.001 for *Arc*, *F*_(3,12)_ = 39.82, ** *P* < 0.01, *** *P* < 0.001 for *Egr1*). **c**, The number of genes that showed a significant increase or decrease by a single ECS-treatment is represented in bars. The three groups that were categorized according to expression change by repeated ECS were color-coded. The n number is given in graph. Data are presented as means ± SEM

### ECS-treated granule cells partially exhibit physiological properties resembling immature neurons

Above results demonstrate that ECS strongly downregulates several markers for mature GCs, which resembles the effects of chronic SSRI treatments on the dentate GCs [7, 10, 20]. We then examined the electrophysiological properties of ECS-treated GCs. Immature GCs show higher somatic excitability, higher input resistance, and more depolarized resting membrane potentials than mature GCs [23, 24]. Repeated ECS increased the somatic excitability of GCs and reduced their resting membrane potentials, but had no significant effect on input resistance (Fig. 3a, b). We next analyzed the synaptic transmission between the GC axon mossy fibers (MFs) and the CA3 pyramidal cells (Fig. 3c). Although the MF synapse in adult mice is characterized by strong frequency facilitation, a form of presynaptic short-term plasticity, the immature MF synapse in juvenile mice exhibits greatly reduced frequency facilitation [7, 25]. While repeated ECS had no significant effect on the basal synaptic efficacy (Fig. 3d, e), it consistently reduced the frequency facilitation of excitatory postsynaptic potentials (EPSPs) at the MF synapse to a juvenile level (Fig. 3f, g). Therefore, ECS-treated GCs showed some of physiological properties characteristic of immature GCs.

**Fig. 3:**
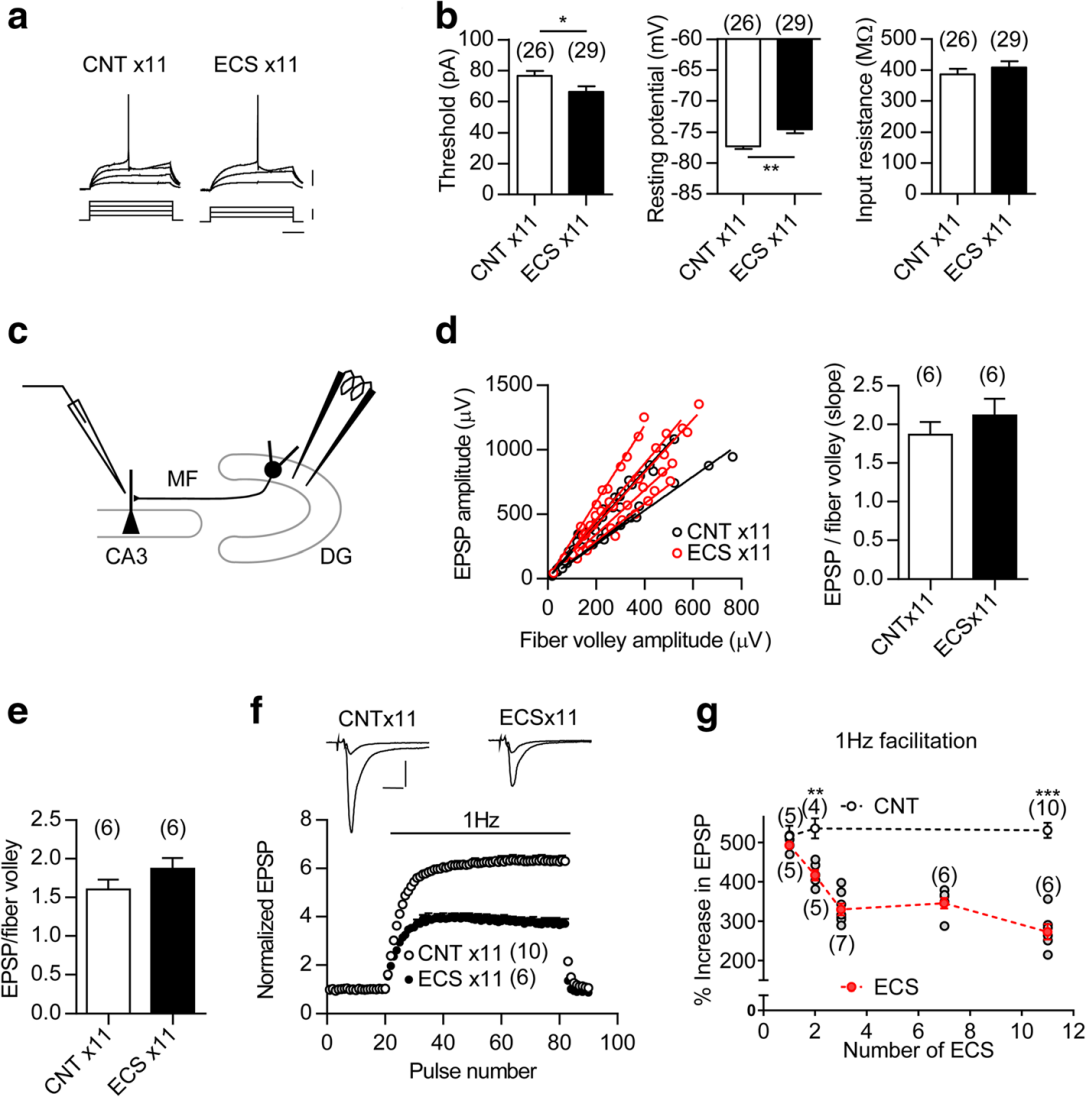
Immature-like functional properties of GC soma and output synapse after ECS treatment. **a**, Membrane potential changes (upper) induced by depolarizing currents (lower) in GCs. Scale bars: 100 ms, 20 mV, 40 pA. **b**, Left: the threshold current intensity required to evoke a single spike (*t*_(53)_ = 2.157, * *P* =0.0356). Center: resting membrane potential (*t*_(48)_ = 3.475, ** *I* = 0.0011, Student’s t-test with Welch’s correction). Right: input resistance. The number (n) represents the number of cells. **c**, A diagram showing the electrode arrangement for recording field EPSPs at the MF-CA3 synapse. **d**, No significant change in the input-output relationship at the MF synapse. Left: The relationship between field EPSP and fiber volley amplitude was examined by changing stimulus intensities. Right: The slope value of regression line is shown (*t*_(10)_ = 0.9684, *P* = 0.3557). The n number represents the number of slices. **e**, No significant change in MF field EPSP to fiber volley ratios at the baseline stimulus intensity (*t*_(10)_ = 0.9324, *P* = 0.3731). **f**, Reduction of 1-Hz frequency facilitation at the MF synapse after repeated ECS. Inset: sample recordings of MF field EPSPs during baseline and 1-Hz stimulation. Scale bars: 10 ms, 0.5 mV. **g**, Reduction of frequency facilitation at the MF synapse after ECS repeated twice or more times (ECS × 2, *t*_(7)_ = 4.364, ** *P* = 0.0033; ECS × 11, *t*_(14)_ = 8.832, *** *P* < 0.001). Both individual (grey) and mean data (red) are shown for ECS-treated groups. The number (n) is shown in the graph. Data are presented as means ± SEM

### ECS-treated mice share gene expression changes in DG with SSRI-treated mice and genetically modified mice with altered GC maturation

The above results suggested that ECS and SSRI have similar effects on the phenotype of GCs. To further address this point, we next compared a gene expression profile between chronic SSRI- and repeated ECS-treated DGs. 

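Pools of dentate gyrus RNA were measured, from mice after 11 sessions of ECS, sham-handled mice, mice given the SSRI fluoxetine in the drinking water at 22 mg/kg per day for 4 weeks, and vehicle-treated mice. The RNA of a group was put together and hybridized to 1 Affymetrix mouse genome 430A array per group, so there are 4 arrays, no replicates, and no p-value or SD can be given for any difference. The paper dissected the dentate gyrus from slices 24 h after the last ECS, whereas the sample labels of the sham and ECS arrays give 6 h. The fluoxetine-treated mice were chosen for a small frequency facilitation (n = 3), and the paper's text does not give the number of mice in the control pools.
The values are signal intensities that the authors computed with the Affymetrix MAS5 statistical algorithm. They had not been scaled to a common level, since the trimmed mean signal was 263 on the sham array, 252 on the ECS array, 377 on the vehicle array and 417 on the fluoxetine array. Each treated array was divided by its own control array and the ratio expressed as log2. Of 22690 probe sets, the 64 control probe sets and those with a mean signal below 50 over the 4 arrays were left out, which left 13422 probe sets, of which 12431 carry 1 gene name, 426 several and 565 none in the annotation used. The median log2 ratio over these probe sets was -0.10 for ECS and 0.12 for fluoxetine, and some counts are also given after median-centring, in which each array was centred on its own median log2 signal past the filter. A probe set or gene was called higher or lower when the signals differed at least 1.5-fold.
The only spread between untreated pools is that between the sham and vehicle arrays, which also differ in handling. For each probe set it was taken as the scaled median absolute deviation of the centred log2 ratio of sham to vehicle over the 500 probe sets nearest in signal, and is called the control spread. Over probe sets with signals of 50 to 100 it was 0.35, and over those at 1000 or more it was 0.14, so that ratios of bright probe sets are the more precise. For gene lists written before the data were examined, with the brightest probe set of each gene, the median log2 ratio was placed among 10000 random lists matched on signal, as a description of these arrays. Some of these lists cover themes of the paper's own ontology terms from the same arrays. Between the 2 brightest probe sets of 2978 genes, the log2 ratios correlated at 0.49 for ECS, 0.57 for fluoxetine and 0.20 for sham over vehicle (Spearman, across genes).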

Among 3,531 genes that showed significant changes by either ECS- or SSRI-treatment, 660 genes showed significant increases and 670 genes showed significant decreases by both ECS- and SSRI-treatment (Fig. 4a, b). 

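Neuropeptide and activity-related genes were among the largest shared increases. Grp, the gastrin-releasing peptide, had a signal of 374 in the sham pool and 2748 after ECS, and 363 in the vehicle pool and 4942 after fluoxetine. Its log2 ratios were thus 2.88 and 3.77, against a control spread of 0.13 and a centred log2 ratio of sham to vehicle of 0.54. Penk, which encodes proenkephalin, was higher by 2.87 with ECS and 3.06 with fluoxetine, and Npy, neuropeptide Y, by 2.72 and 3.11. Gal, the galanin gene, had log2 ratios of 2.60 and 2.34. Nptx2, a pentraxin that gathers glutamate receptors at synapses, had log2 ratios of 3.26 and 4.13, and Gadd45b, a gene induced by neuronal activity, 2.35 and 2.49. The other probe set of Nptx2 had 2.25 and 2.17, ratios of uncertain size because its signals were below 50 in both control pools. The other probe set of Gadd45b had 1.36 and 2.64. Gfap, a filament protein of astrocytes, had 2.24 and 2.43, and Serpina3n, a protease inhibitor, 2.33 and 2.93.
At the size of 1.5-fold, 350 probe sets were higher and 223 lower with both treatments, out of 2361 that were changed in either. Independent lists of the same sizes would share 44.2 and 27.2 probe sets. A further 159 probe sets were higher and 626 lower with ECS only, 784 were higher and 191 lower with fluoxetine only, and 28 were changed in opposite directions. This split depends in part on the overall level of the arrays. The 9 hybridization control probe sets had median log2 ratios of -0.10 with ECS and 0.00 with fluoxetine, against -0.10 and 0.12 over all probe sets. Their offset thus matched that of all probe sets with ECS but not with fluoxetine. Of the probe sets changed with ECS, 36.9% were higher as deposited and 56.1% after median-centring, and with fluoxetine 73.5% were higher as deposited and 53.5% after it, while the numbers shared were then 379 and 223. These counts come from a size rule without replicates and carry no error rate.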

Significant correlation was identified in the gene expression change between ECS-treated DG and SSRI-treatment DG (*r* = 0.76, *p* < 0.0001). 

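Across the 2361 probe sets changed at least 1.5-fold in either comparison, the log2 ratios with ECS and with fluoxetine correlated at 0.69 (Spearman), and across all 13422 probe sets past the signal filter at 0.48. With the fluoxetine ratios permuted within bins of signal and passed through the same selection, 1000 permutations gave 0.03 to 0.13. This is what selection by size does to unrelated ratios. It does not show how much of the step from 0.48 to 0.69 is due to selection. The comparisons use different control arrays, so no array enters both. Of the probe sets changed in both, 95.3% were changed in the same direction.
The relation was tighter for brighter probe sets. The correlation was 0.33 for signals of 50 to 100, 0.42 for 100 to 200, 0.52 for 200 to 500, 0.60 for 500 to 1000 and 0.68 for signals of 1000 or more. Probe sets are not independent replicates, and the coefficient describes these 4 arrays. With no signal filter the coefficients were 0.16 over the changed probe sets and 0.23 over all. With the control arrays exchanged, ECS was divided by vehicle and fluoxetine by sham, and the ratios were median-centred. The coefficients were then 0.41 and 0.18. The exchange puts the difference between the control pools into the ratios with opposite signs, so these values decide nothing about the shared changes.

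**Figure D1:**
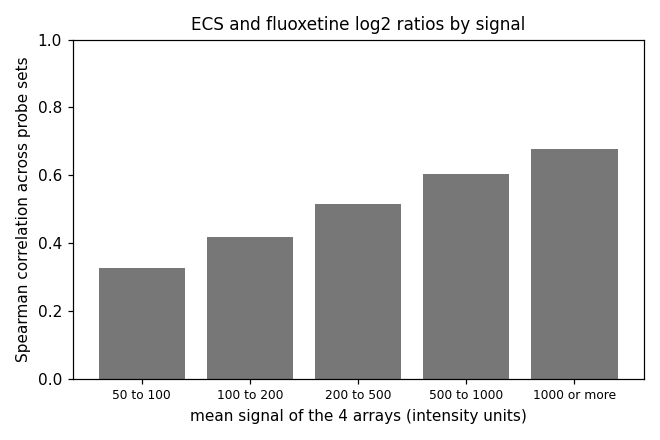
Spearman correlation between the log2 ratio with ECS and that with fluoxetine across probe sets, by mean signal over the 4 arrays. Each bar is 1 class of signal and holds 2099 to 3741 probe sets; the coefficient goes from 0.33 in the dimmest class to 0.68 in the brightest.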

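Genes of the cholesterol pathway were higher together with both treatments. Of 19 measured genes of cholesterol biosynthesis and its regulation, 10 were higher with ECS, 10 with fluoxetine and 9 with both, and none was lower. Their median log2 ratio was 0.61 with ECS and 0.64 with fluoxetine, against 0.02 between the control arrays. Both were above nearly every one of the 10000 matched random lists. The paper's ontology analysis of the same arrays had already placed cholesterol metabolic process first among the shared increases. The rank among random lists is therefore not independent evidence. Sqle, the squalene epoxidase, had log2 ratios of 0.94 and 1.04 at a control spread of 0.17. Cyp51, which demethylates lanosterol, had 0.89 and 0.68, Mvd 0.86 and 0.89, and Stard4, a sterol carrier, 0.71 and 0.89. The other probe set of Cyp51 had 0.47 with ECS and that of Mvd 0.44 with fluoxetine. After median-centring, 12 genes of the list were higher with ECS and 6 with fluoxetine.
Of 27 measured genes of axon growth and neuron projection, 3 were higher and 2 lower with ECS, and 4 were higher and 2 lower with fluoxetine. After median-centring, 6 were higher and 2 lower with ECS, and 3 were higher and 4 lower with fluoxetine. Over all 7935 genes, as deposited, 305 were higher and 513 lower with ECS, and 674 were higher and 259 lower with fluoxetine. The medians of the list were 0.04 and 0.20, at percentiles of 98.6 and 92.7 of matched random lists. Axon and neuron projection terms are likewise in the paper's ontology result from these arrays. Those that were higher in both were the repulsive guidance cues Sema3a, with log2 ratios of 2.10 and 2.79, and Sema3e, with 1.45 and 2.19, and Dpysl3, a cytoskeletal protein of growing axons, with 0.74 and 1.00, of which another probe set had 0.42 with ECS. The Sema3a signal was below 50 in both control pools, and with such signals taken as 50 its log2 ratios were 1.05 and 2.66. Of 17 genes of immature granule cells and neuroblasts, 7 were higher with ECS and 4 with fluoxetine, and none was lower (9 and 4 after median-centring). They included Sox11, a transcription factor of newborn neurons, at 0.60 and 1.62, and Igfbpl1 at 1.30 and 1.00. Bdnf, the brain-derived neurotrophic factor, was higher by 1.77 with ECS and 1.68 with fluoxetine.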

Functional gene ontology classification revealed that the genes that showed significant increases by both treatments are strongly associated with cholesterol metabolic process, nervous system development, and neuron projection development (Table 1). The genes that showed significant decreases by both treatments also showed a strong association with nervous system development (Table 2). In contrast, the genes that were not commonly changed are less associated with neuronal functions (Additional file 1: Table S3-S6). These results suggest that repeated ECS and chronic SSRI induce a similar change in the phenotypes of GCs, especially in those related to neuronal functions and development, in the adult DG.

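Ogn, the matrix proteoglycan osteoglycin, had log2 ratios of -3.45 with ECS and -3.05 with fluoxetine at a control spread of 0.29. Its signal was below 50 in both treated pools, and with such signals taken as 50 the log2 ratios were -2.18 and -2.20. Capn3, a calpain protease, had log2 ratios of -1.50 and -2.76, Frzb, a secreted Wnt antagonist, -1.82 and -1.49, and Fam184b -2.21 and -1.72. The G protein-coupled receptor gene Gpr12 had log2 ratios of -1.55 and -1.98. Pnck, a calmodulin-dependent kinase, had -1.54 and -1.71, and the phosphoinositide kinase gene Pip5k1b had -1.37 and -1.66.
Of 11 measured genes of the GABA synapse, 2 were lower and 1 was higher with both treatments, and the medians were 0.02 and 0.28. Gabrd, which encodes the delta subunit of extrasynaptic GABA receptors, had log2 ratios of -1.31 and -1.57, and Gabrg1, another subunit, -0.88 and -0.72, while Gad2, a GABA-synthesizing enzyme, had 0.73 and 0.97. Efnb2, the guidance ligand ephrin-B2, was the 1 of 27 measured genes of axon growth that was lower in both, at -1.14 and -1.42. Homer2, a postsynaptic scaffold, had -1.13 and -0.86. Hlf, a transcription factor with circadian expression, had -1.65 and -1.23.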

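Several genes were at least 2-fold higher or lower with one treatment and changed less than 1.2-fold with the other. Dusp1, a phosphatase that switches off MAP kinases, had a log2 ratio of 2.98 with ECS and -0.23 with fluoxetine, at a control spread of 0.18. Junb, a component of the AP-1 transcription factor, had 2.77 and -0.13, Nfil3 1.71 and 0.18, Tiparp 1.38 and 0.25, and the clock gene Per1 1.17 and 0.16. Among the decreases with ECS only, Igf2, an insulin-like growth factor, had -1.35 and -0.04, the cytokine gene Il17d -1.26 and -0.13, Ankrd10 -1.23 and -0.16 and the transcription factor gene Sp4 -1.23 and -0.25. Plcg2, a phospholipase, had -1.52 and 0.07, while the centred log2 ratio of sham to vehicle was 1.03 for this probe set, and that of Igf2 was 0.44. The other probe sets of Ankrd10 and Sp4 had -0.54 and -0.18 with ECS, both under 1.5-fold, and had the opposite sign with fluoxetine, as did another of Tiparp.
Car12, a carbonic anhydrase, had a log2 ratio of 1.84 with fluoxetine and 0.25 with ECS at a control spread of 0.17, but its centred log2 ratio of sham to vehicle was 0.59. Tyro3, a receptor tyrosine kinase, had 1.57 and 0.22, and Vwf, the von Willebrand factor of endothelial cells, 1.43 and -0.05. Mapk6 was 2.79-fold higher with fluoxetine and had a log2 ratio of 0.18 with ECS, and the receptor gene Il17ra was 2.78-fold higher and had -0.13. With signals below 50 taken as 50, the values for ECS were 0.15 for Tyro3 and 0.00 for Il17ra and Vwf, and those for fluoxetine did not alter. Gm13889 had -1.38 with fluoxetine and -0.25 with ECS, and a centred log2 ratio of sham to vehicle of -0.46. Another decrease, that of Wfdc18, whose signal passed 50 in the vehicle pool only, was -1.06 and -0.15, or -0.88 and 0.00 with that floor. Of 22 measured genes of presynaptic vesicles and release, none was changed in either comparison, and of 15 glutamate receptor and postsynaptic scaffold genes, 1 was lower with ECS and 3 were higher and 1 lower with fluoxetine. After median-centring, Dusp1, Ankrd10 and Sp4 with fluoxetine and Car12, Tyro3 and Mapk6 with ECS differed more than 1.2-fold. Without replicates, a ratio past the size in one comparison and below it in the other was not tested as a difference between the treatments.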

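All 4 of the study's mature granule cell markers were lower with each treatment, with a median log2 ratio of -1.08 with ECS and -1.63 with fluoxetine and -0.05 between the control arrays. After median-centring, 3 of the 4 were lower with ECS. The 17 genes of immature granule cells and neuroblasts had medians of 0.54 and 0.41, above nearly all matched random lists (percentiles of 100.0 and 99.97), and 0.04 between the control arrays, though most were under 1.5-fold and Marcksl1 had -0.32 and -0.33. Calb2, which encodes calretinin, had log2 ratios of 0.85 and 0.98, though the sham pool itself was above the vehicle pool by 0.56, and Dcx, the doublecortin of migrating neuroblasts, had 0.82 and 0.47 at a control spread of 0.24. Of 10 measured granule cell identity genes, 4 were lower and 2 higher with ECS (3 and 2 after median-centring), and 3 were lower and 1 higher with fluoxetine. Tdo2 and Dsp are among them, and of the 8 other genes 2 were lower and 2 higher with ECS and 1 was lower and 1 higher with fluoxetine. Lct was lower by both, at -0.59 and -1.10, but its decrease with ECS was under 1.5-fold after median-centring. Prox1, the fate determinant of granule cells, had -0.19 and 0.22.
Immediate early and activity-regulated genes were higher on median with both, at 2.35 and 1.07. Of 25 genes, 22 were higher with ECS and 16 with fluoxetine (22 and 15 after median-centring), and 15 with both. None was lower with ECS, and 1, Jun, was lower with fluoxetine, at -1.00. Nr4a1 had log2 ratios of 4.36 and 1.07, and Egr1 3.01 and 1.70. Neuropeptide genes were higher in 8 of 15 cases with each treatment (9 and 8 after median-centring). For other cell types, the median of astrocyte markers was 0.02 with ECS and 0.33 with fluoxetine, that of microglia markers -0.22 and 0.47, and that of CA1 and CA3 pyramidal cell markers 0.22 and 0.10. Of these, the values of astrocytes and microglia with fluoxetine and of pyramidal cells with ECS lay outside the central 95% of matched random lists.
From the overlap of the changed genes, their correlation and the gene ontology terms of the shared ones, the paper proposes that repeated ECS and chronic SSRI bring about a similar change in granule cells, above all in features related to neuronal function and development.

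**Figure D2:**
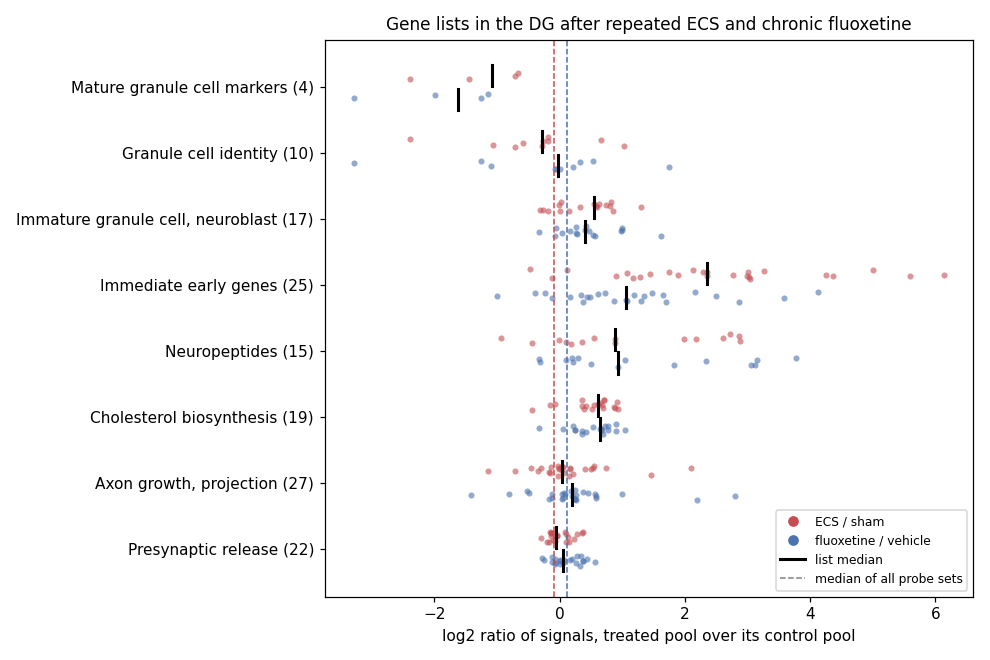
Log2 ratios of the measured genes of 8 lists with ECS (red) and with fluoxetine (blue). Each point is the brightest probe set of 1 gene, black bars are list medians, dashed lines are the medians of all 13422 probe sets (-0.10 and 0.12), and the number of genes stands in parentheses. Immediate early genes reach from -0.48 to 6.14 with ECS.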

**Fig. 4:**
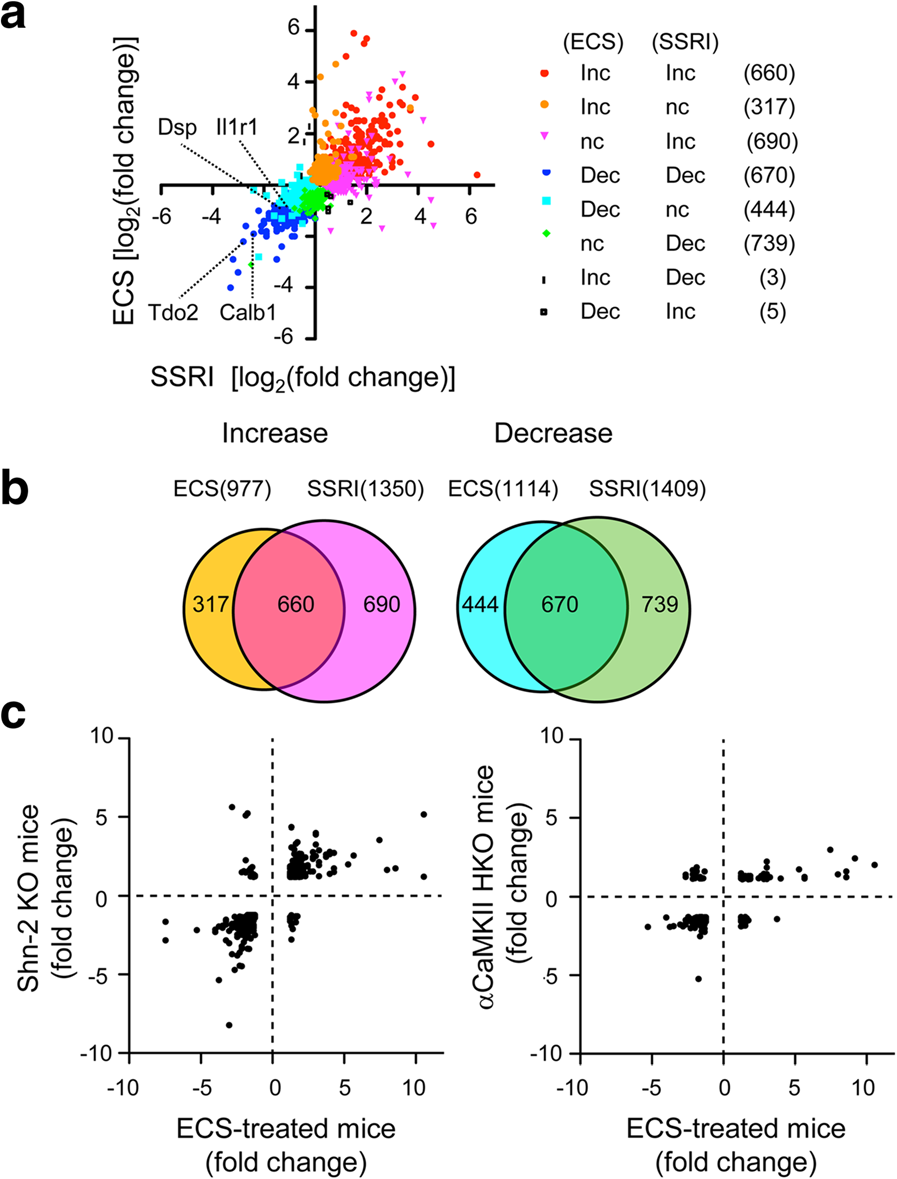
Shared gene expression changes in repeated ECS-treated DG, chronic SSRI-treated DG and hippocampus of mutant mice with altered DG maturation. **a**, Scatter correlation graph of gene expression changes [log_2_(fold-change)] between repeated ECS-treated and chronic SSRI-treated DGs. The gene probes (3,531) that showed significant changes by either ECS- or SSRI-treatment in microarray analysis are shown. The eight groups that were categorized according to expression change by ECS and/or SSRI treatment were color-coded. **b**, The number of genes that showed significant expression changes by either ECS- or SSRI-treatment are represented in a Venn diagram. The color corresponds to that in (**a**). **c**, Scatter correlation graph illustrating the fold change for gene expression levels in the DG from repeated ECS-treated mice, the hippocampus from Shn-2 KO mice (558 gene probes, left), and the hippocampus from αCaMKII hetero KO mice (190 gene probes, right). The genes that showed statistically significant and more than 1.2-fold changes in both the DG from ECS-treatment mice and the hippocampus from mutant mice were selected

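The 4 genes marked in the plot, which the paper uses as markers of mature granule cells, were lower in both treated pools. Calb1, the calcium-binding protein calbindin, had a signal of 3814 in the sham pool and 1399 after ECS, and 5396 in the vehicle pool and 1353 after fluoxetine. These are log2 ratios of -1.45 and -2.00, against a control spread of 0.13. Tdo2, the tryptophan dioxygenase, had -2.39 and -3.28 at a control spread of 0.18. Its other probe set had -1.01 and -2.17. With signals below 50 in both treated pools, the size of these 2 decreases is uncertain. Dsp, the desmosomal protein desmoplakin, had -0.71 and -1.26 at 0.14, with a centred log2 ratio of sham to vehicle of -0.35. Il1r1, the interleukin-1 receptor, had -0.67 and -1.14 at 0.25, and its decrease with ECS was under 1.5-fold after median-centring. Of 7 measured genes of interleukin-1 signalling, Il1r1 was the only one lower in both, and the median of the list was -0.22 and -0.01.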

**Table 1:** Functional classification on the basis of the gene ontology (GO) terms

Increased change by both ECS- and SSRI-treatment (660 probes)			
GO number	GO term	No.	*P* value
GO:0008203	cholesterol metabolic process	16	9.8E-09
GO:0016126	sterol biosynthetic process	10	1.1E-08
GO:0008202	steroid metabolic process	15	3.5E-08
GO:0006695	cholesterol biosynthetic process	9	1.3E-06
GO:0006694	steroid biosynthetic process	11	4.4E-06
GO:0007399	nervous system development	26	2.1E-05
GO:0010977	negative regulation of neuron projection development	10	4.1E-05
GO:0061564	axon development	5	5.3E-05
GO:0010976	positive regulation of neuron projection development	14	7.6E-05
GO:0042493	response to drug	24	1.2E-04
GO:0051591	response to cAMP	9	1.4E-04
GO:0009790	embryo development	10	2.2E-04
GO:0006950	response to stress	7	2.3E-04
GO:0001649	osteoblast differentiation	12	2.4E-04
GO:0031668	cellular response to extracellular stimulus	6	2.8E-04
GO:0034097	response to cytokine	10	3.5E-04
GO:0007568	aging	15	3.6E-04
GO:0030154	cell differentiation	38	3.8E-04
GO:0009968	negative regulation of signal transduction	8	4.4E-04
GO:0007155	cell adhesion	27	4.9E-04
GO:0006629	lipid metabolic process	26	5.1E-04
GO:0007565	female pregnancy	10	5.4E-04
GO:0043065	positive regulation of apoptotic process	21	6.1E-04
GO:0043627	response to estrogen	9	7.6E-04
GO:0007179	transforming growth factor beta receptor signaling pathway	9	8.3E-04
GO:0043407	negative regulation of MAP kinase activity	7	8.4E-04
GO:2001237	negative regulation of extrinsic apoptotic signaling pathway	7	9.5E-04
GO:0010628	positive regulation of gene expression	23	9.6E-04

The gene probes (660 probes) showed significantly increased change by both ECS- and SSRI-treatment were selected. *P*-value was calculated by a modified Fisher’s exact test. Highly associated gene ontology terms (*P* < 0.001) were represented

**Table 2:** Functional classification on the basis of the gene ontology (GO) terms

Decreased change by both ECS- and SSRI-treatment (670 probes)			
GO number	GO term	No.	*P* value
GO:0007399	nervous system development	26	5.12E-05
GO:0045944	positive regulation of transcription from RNA polymerase II promoter	50	7.54E-05
GO:0016310	phosphorylation	33	4.24E-04
GO:0007169	transmembrane receptor protein tyrosine kinase signaling pathway	11	4.45E-04
GO:0070498	interleukin-1-mediated signaling pathway	5	4.63E-04
GO:0008284	positive regulation of cell proliferation	30	5.84E-04
GO:0071277	cellular response to calcium ion	8	6.06E-04
GO:0006468	protein phosphorylation	31	7.05E-04
GO:0048511	rhythmic process	12	8.55E-04

The gene probes (670 probes) showed significantly decreased change by both ECS- and SSRI-treatment were selected. *P*-value was calculated by a modified Fisher’s exact test. Highly associated gene ontology terms (*P* < 0.001) were represented

We have previously shown that adult dentate GCs stay in an immature-like state in mice heterozygous for α-calcium/calmodulin-dependent protein kinase II (α-CaMKII hetero KO) [2] and in Schnurri-2 knockout (Shn-2 KO) mice [26]. To further characterize the phenotype of ECS-treated GCs, we next compared the pattern of the gene expression change in the ECS-treated DG with that in the hippocampus from these mutant mice. The genes that showed statistically significant and more than 1.2-fold changes were plotted in Fig. 4c. Significant correlation was identified in the gene expression change between ECS-treated DG and Shn-2 KO hippocampus (*r* = 0.65, *p* < 0.0001) and between ECS-treated DG and α-CaMKII hetero KO hippocampus (*r* = 0.61, *p* < 0.0001). Among the 30 genes most up- or down-regulated (15 genes each) by both ECS- and SSRI-treatment, the expression for *Calb1, Tdo2, Frzb, Batf3,* and *Grp* was commonly regulated in the hippocampus of Shn-2 KO mice and α-CaMKII hetero KO mice (Tables 3 and 4). These results suggest that the ECS-treated GCs share the phenotype with immature-like GCs of Shn-2 KO mice and α-CaMKII hetero KO mice.

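The ECS and fluoxetine values of the probe sets in these tables are given here; the mutant mice were not analysed here. Of the 30 probe sets, 28 have a gene name in the annotation used, and as deposited the 15 of these in Table 3 were higher and the 13 in Table 4 lower with both treatments. Fos, a component of AP-1, had log2 ratios of 5.01 with ECS and 1.35 with fluoxetine, and Arc, an activity-regulated synaptic protein, 4.26 and 2.87. Ptgs2, the inducible cyclooxygenase, had 3.04 and 1.31, and Igfbp6, an IGF-binding protein, 2.46 and 2.80. Among the decreases, Igfbp5 had -2.14 and -0.94 and Parm1 -1.60 and -1.10, and the probe set that Table 4 lists for Calb1 had -1.81 and -2.32.
For several of these genes 1 pool gave almost no signal, and the ratio then rests on a value close to 0. Fosb had a signal of 5.40 in the sham pool and 380 after ECS, a log2 ratio of 6.14 that becomes 2.93 with signals below 50 taken as 50, and with fluoxetine 2.15 becomes 1.37. Egr2 likewise went from 15.0 to 725, a log2 ratio of 5.60, or 3.86 with that floor, and had 1.64, or 0.85, with fluoxetine. Batf3, an AP-1 family factor, had 3.45 with ECS, or 1.42 with the floor, and 2.52 with fluoxetine, but its sham signal was 12.3 and its vehicle signal 74.2. The listed probe set of Ccn4, a secreted Wnt-induced protein, had 4.05 and 3.82, or 0.00 and 1.72 with the floor. Rasal1 had -2.31 with ECS, or -1.45 with the floor, and -1.29 with fluoxetine. Ramp3, a receptor activity-modifying protein, had -2.12 and -1.80, or -0.90 and -1.51. The probe set that Table 4 lists for Frzb had -2.20 and -1.53, or -0.58 and -0.72 with the floor. Of the 30 probe sets, 7 had a mean signal below 50 and 4 were below 50 on every array. The listed probe set of Homer1 is among the latter, with signals of 0.60 in the sham pool and 21.7 after ECS. This probe set does not pass the signal filter. The 2 of Homer1 that do had -0.13 and -0.25 with ECS, with signals below 50 in the sham and ECS pools. With fluoxetine they had 0.87 and 0.58.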

**Table 3:** Most up-regulated genes by ECS treatment among genes significantly regulated by both ECS- and SSRI-treatment (Top 15 genes)

Affymetrix_ID	Gene	ECS-treated	SSRI-treated	Shn-2 KO	αCaMKII hetero KO
1427683_at	*Egr2*	5.9	1.5	n.c.	n.c.
1422134_at	*Fosb*	5.5	1.9	n.c.	n.c.
1423100_at	*Fos*	5	1.2	n.c.	n.c.
1448594_at	*Wisp1*	3.8	3.4	1.2	n.c.
1418687_at	*Arc*	3.7	2.6	n.c.	n.c.
1425671_at	*Homer1*	3.6	1.4	n.c.	0.7
1418930_at	*Cxcl10*	3.4	3.9	n.c.	n.c.
1453076_at	*Batf3*	3.4	2.5	2.4	1.1
1420720_at	*Nptx2*	3.2	3.3	n.c.	1.3
1427038_at	*Penk1*	3.1	3.4	n.c.	0.8
1417933_at	*Igfbp6*	3.1	2.9	n.c.	0.4
1436563_at	*4932441J04Rik*	3.1	1.2	0.8	n.c.
1417262_at	*Ptgs2*	3.0	1.4	n.c.	0.6
1424525_at	*Grp*	2.9	3.7	1.8	1.6
1419127_at	*Npy*	3.0	2.7	n.c.	n.c.

**Table 4:** Most down-regulated genes by ECS treatment among genes significantly regulated by both ECS- and SSRI-treatment (Top 15 genes)

Affymetrix_ID	Gene	ECS-treated	SSRI-treated	Shn-2 KO	αCaMKII hetero KO
1450803_at	*Ntf3*	−4.0	−3.3	−1.9	n.c.
1426980_s_at	*E130012A19Rik*	−3.5	−2.3	n.c.	n.c.
1419663_at	*Ogn*	−3.4	−3.0	−1.9	n.c.
1425179_at	*Shmt1*	−2.9	−1.5	−0.7	n.c.
1448424_at	*Frzb*	−2.4	−1.3	−1.1	−0.9
1419093_at	*Tdo2*	−2.2	−2.8	−3.8	−3.4
1417858_at	*Rasal1*	−2.0	−0.8	n.c.	n.c.
1452114_s_at	*Igfbp5*	−2.0	−0.9	−1.1	n.c.
1421595_at	*9630031F12Rik*	−2.0	−1.9	−1.2	−0.3
1460203_at	*Itpr1*	−1.9	−1.9	−1.0	n.c.
1448738_at	*Calb1*	−1.9	−2.4	−2.4	−0.9
1420401_a_at	*Ramp3*	−1.8	−1.9	n.c.	n.c.
1424214_at	*9130213B05Rik*	−1.7	−0.8	n.c.	0.19
1435162_at	*Prkg2*	−1.7	−0.8	−0.6	n.c.
1449571_at	*Trhr*	−1.7	−1.0	n.c.	n.c.

### Involvement of NMDA receptor-dependent signaling in the rapid downregulation of maturation markers by ECS

Unlike SSRI-induced changes in the maturation-related phenotypes, which are not observed after short-term drug treatments [7], the ECS-induced changes in GCs, especially downregulation of mature GC markers, rapidly developed (Fig. 1b). We next explored the mechanism involved in this rapid effect of ECS. We first examined the involvement of the serotonin type 4 receptor (5-HT4R) in downregulation of *Calb1* expression in GCs, because this receptor plays a key role in the SSRI-induced change in the maturation-related phenotypes of GCs [7, 20]. However, neither deficiency of 5-HT4R nor a lesion of the central serotonergic neurons induced by 5,7-dihydroxytryptamine (5,7-DHT) affected the reduction of *Calb1* expression by a single ECS (Fig. 5a, b). Therefore, the serotonergic system is not required for the rapid downregulation of the maturation marker by ECS.

**Fig. 5:**
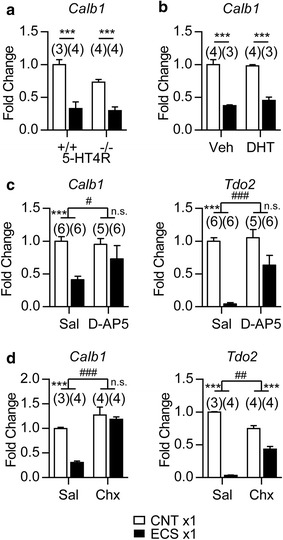
NMDA receptor activation and *de novo* protein synthesis are involved in the rapid downregulation of maturation markers by ECS. **a**, The relative expression of *Calb1* in 5-HT4R-KO (-/-) mice at 6 h after a single ECS (*** *P* < 0.001, Bonferroni’s *post hoc* test following two-way ANOVA). **b**, The relative expression of *Calb1* in mice treated with 5,7-DHT (i.c.v.) at 6 h after a single ECS (*** *P* < 0.001, Bonferroni’s *post hoc* test following two-way ANOVA). Veh: vehicle. **c**, The relative expression of *Calb1* and *Tdo2* at 6 h after a single ECS in mice treated with D-AP5 (1 μg/mouse, interaction [D-AP5 × ECS]; *F*_(1,19)_ = 7.07 for *Calb1,* # *P* < 0.05*, F*_(1,19)_ = 15.7 for *Tdo2,* ### *P* < 0.001). **d**, The relative expression of *Calb1* and *Tdo2* at 6 h after a single ECS in mice treated with cycloheximide (Chx; 200 mg/kg, i.p., interaction [cycloheximide × ECS]; *F*_(1,11)_ = 11.35 for *Calb1,* ### *P* < 0.001*, F*_(1,11)_ = 149.1 for *Tdo2,* ## *P* < 0.01). Bonferroni’s *post hoc* test following two-way ANOVA, *** *P* < 0.001, n.s., not significant. Sal: saline. The number (n) is shown in the graph. Data are presented as means ± SEM

We then examined the involvement of an N-methyl-D-aspartate receptor (NMDAR) using D-(-)-2-amino-5-phosphonopentanoic acid (D-AP5), an NMDAR antagonist. Intracerebroventricularly injected D-AP5 attenuated the reduction of *Calb1* and *Tdo2* expression levels by a single ECS (Fig. 5c). As NMDAR activation upregulates expression of many genes in the DG, gene induction and subsequent *de novo* protein synthesis may be necessary for ECS-induced downregulation of mature GC markers. As expected, pretreatments with cycloheximide, a protein synthesis inhibitor, attenuated the reduction of *Calb1* and *Tdo2* by a single ECS (Fig. 5d). These results suggested that protein synthesis and NMDAR activation are important for the rapid downregulation of mature GC markers by ECS.

### Long-lasting phenotypic change in granule cells after repeated ECS

We next examined the maintenance of the change in maturation-related phenotypes of GCs after ECS. Although a single ECS robustly reduced the expression of *Calb1* and *Tdo2* in the DG at 6 h after ECS, the expression levels returned toward control levels within 24 h (Fig. 6a). In contrast, the reduction of *Calb1* and *Tdo2* expression levels was maintained at least for 14 days after repeated ECS (Fig. 6b). Similarly, while the reduction of frequency facilitation at the MF synapse was transient after 3 times of ECS, the reduction of frequency facilitation was maintained more than 28 days after 11 times of ECS (Fig. 6c). The deficiency of 5-HT4R did not affect the reduction of *Calb1* expression at 14 days after repeated ECS (Fig. 6d), indicating that 5-HT4R is not required for the long-lasting phenotypic change of GCs caused by ECS. We also examined whether the long-lasting reduction of *Calb1* expression in GCs depends on newly generated neurons. Cranial X-ray irradiation mostly depleted the staining of doublecortin, a marker for early immature GCs, even after repeated ECS (Fig. 6f). In these X-ray-irradiated mice, the reduction of *Calb1* expression was normally observed at 14 days after repeated ECS (Fig. 6e). Taken together, these results suggested that brief neuronal activation by ECS rapidly changed the maturation-related phenotypes in mature GCs, and that repeated treatments could convert the transient phenotypic change into a robust long-lasting one.

**Fig. 6:**
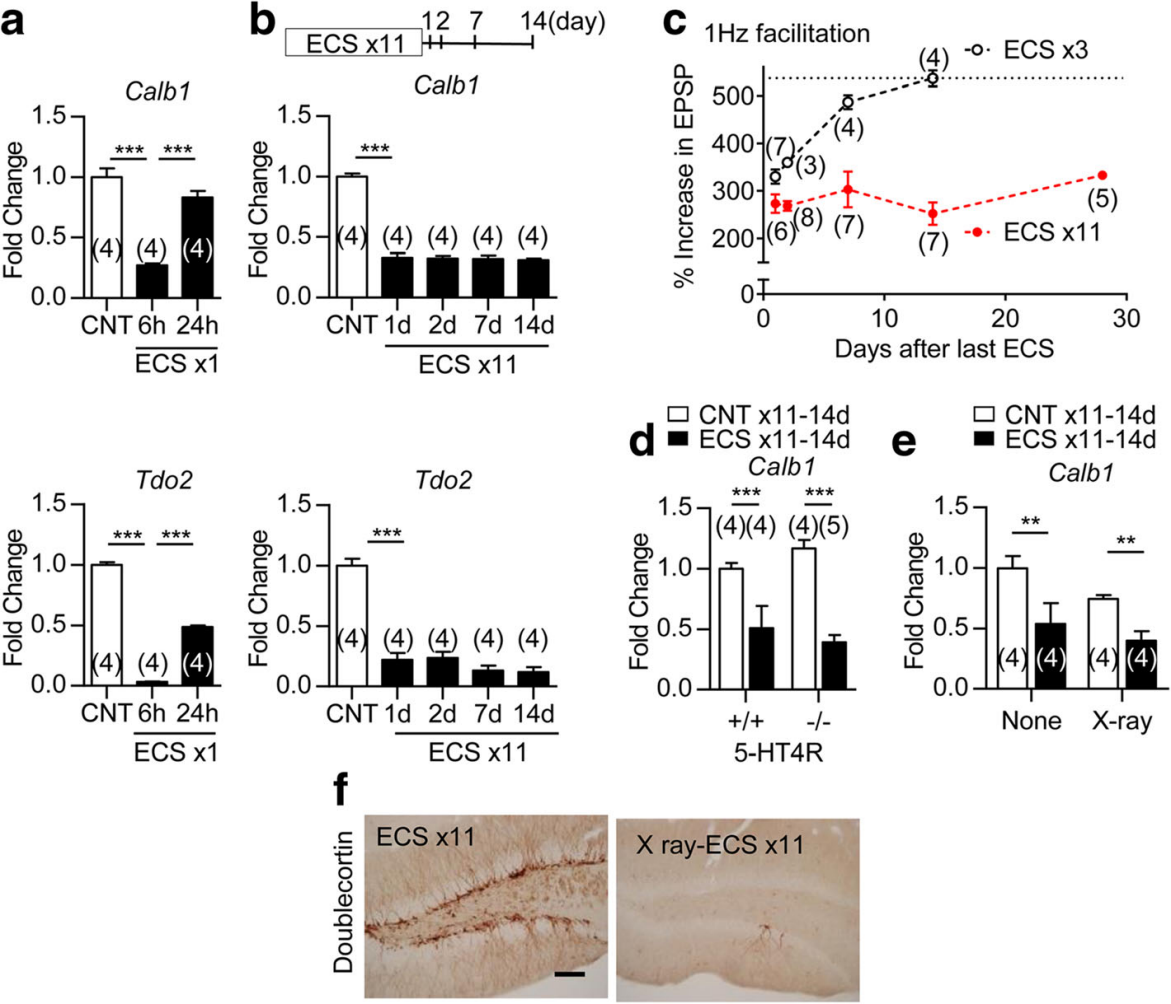
Long-lasting phenotypic change in GCs after repeated ECS. **a**, **b**, The relative expression of *Calb1* and *Tdo2* at indicated time intervals after single (**a**) or repeated (**b**) ECS (**a**, Tukey’s test following one-way ANOVA: *F*_(2,9)_ = 54.21, *** *P* < 0.001 for *Calb1*, *F*_(2,9)_ = 1048, *** *P* < 0.001 for *Tdo2,* **b**, *F*_(4,15)_ = 123, *** *P* < 0.001 for *Calb1*, *F*_(4,15)_ = 53.67, *** *P* < 0.001 for *Tdo2*). **c**, Frequency facilitation tested at various time intervals after three or 11 times of ECS. **d**, The relative expression of *Calb1* was compared between 5-HT4R-KO (-/-) mice and wild-type (+/+) mice at 14 days after 11 times of ECS (*** *P* < 0.001, Bonferroni’s *post hoc* test following two-way ANOVA). **e**, The effect of X-ray (10 Gy) on the reduction of *Calb1* at 14 days after 11 times of ECS. (** *P* < 0.01, Bonferroni’s *post hoc* test following two-way ANOVA). **f**, Representative images of immunoreactivity for doublecortin in non-irradiated (ECS × 11) or irradiated (X-ray-ECS × 11) mice at 14 days after 11 times of ECS. Scale bar: 200 μm. The number (n) is shown in the graph. Data are presented as means ± SEM

### Role of GABAergic signaling in reversal of long-lasting phenotypic change

Since activation of excitatory synaptic transmission by ECS is important for the change in the maturation-related phenotype of GCs, we next examined a possibility that GABAergic inhibitory synaptic transmission could play a role in modulating this process. Diazepam, a positive allosteric modulator of GABA_A_ receptor, was administered during and/or after the ECS treatment period. Chronic diazepam treatment had no significant effect on frequency facilitation at the MF synapse in control mice (Fig. 7a), suggesting a lack of effects on the mature state of GCs. In diazepam-treated mice, however, the long-lasting reduction of frequency facilitation was attenuated at 14 days after repeated ECS (Fig. 7b), and the decreased expression of mature GC markers, *Calb1* and *Tdo2*, was significantly reversed at 14 days after repeated ECS (Fig. 7c). Diazepam applied only during the period of ECS treatments was similarly effective in attenuating the reduction of frequency facilitation at 14 days after repeated ECS (Fig. 7d). Diazepam applied only after the period of ECS treatments partially, but significantly, reversed the reduction of frequency facilitation (Fig. 7e). Thus, enhanced GABAergic inhibition prevents the establishment of the lasting changes in the maturation-related phenotype.

**Fig. 7:**
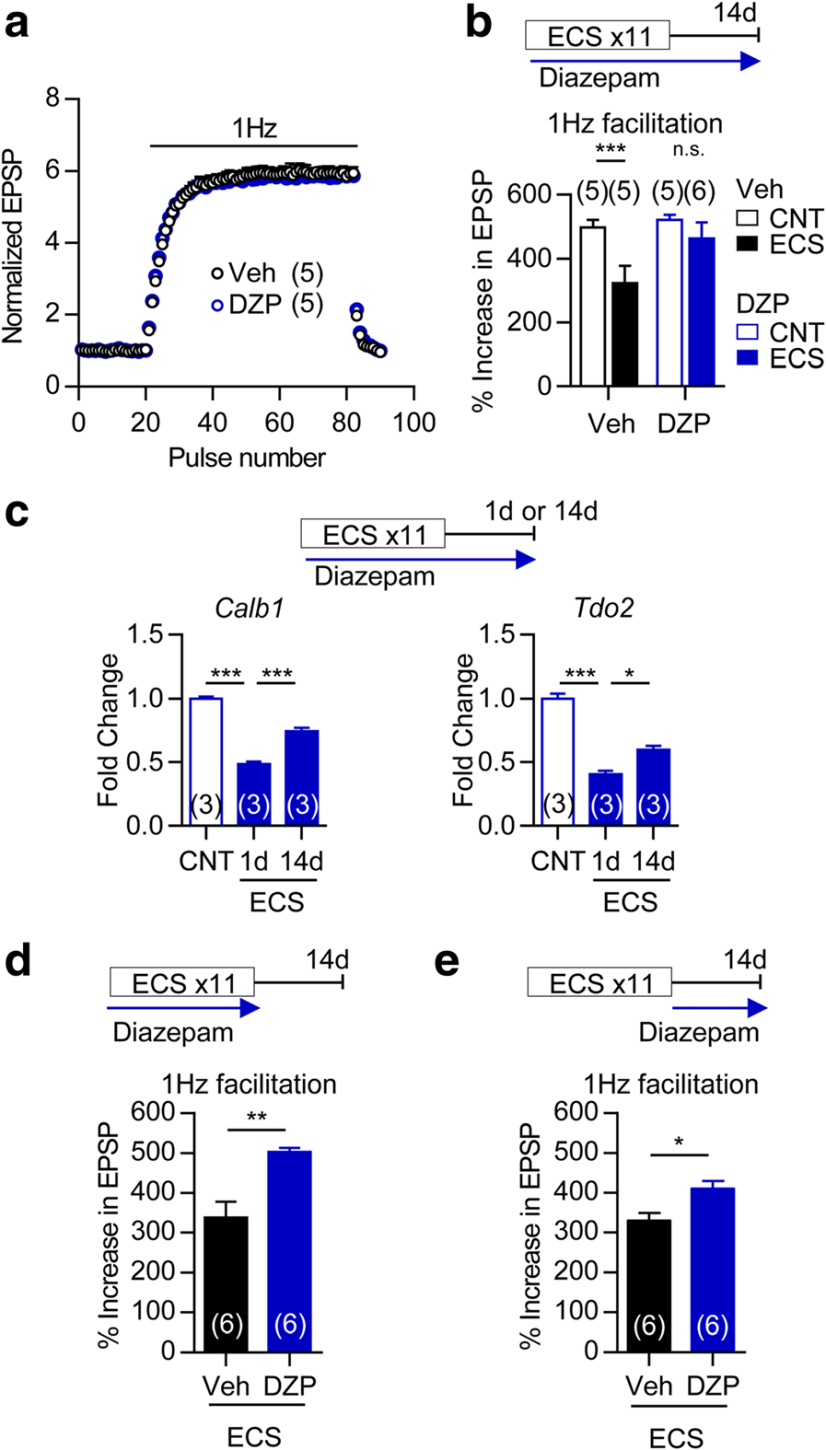
Augmentation of GABAergic signalling reverses long-lasting phenotypic change. **a**, No significant difference was seen in frequent facilitation at the MF synapse between mice treated with diazepam (DZP, 5 mg/kg) and vehicle (Veh) for 3 weeks. **b**, Frequency facilitation at 14 days after 11 times of ECS in mice treated with 5 mg/kg diazepam or vehicle (*** *P* < 0.001, Bonferroni’s test following two-way ANOVA, interaction [drug treatment × ECS]; *F*_(1,17)_ = 7.39, P = 0.0146). **c**, The relative expression of *Calb1* and *Tdo2* at 1 day or 14 days after 11 times of ECS in mice treated with 10 mg/kg diazepam (Tukey’s test following one-way ANOVA: *F*_(2,6)_ = 122.1, *** *P* < 0.001 for *Calb1*, *F*_(2,6)_ = 90.9, * *P* < 0.05, *** *P* < 0.001 for *Tdo2*). **d**, Effects of diazepam on frequency facilitation at 14 days after 11 times of ECS. Diazepam (5 mg/kg) was administered during the period of ECS treatments (*t*_(10)_ = 4.062, *P* = 0.0097). **e**, Effects of diazepam (10 mg/kg) administered after 11 times of ECS on the lasting reduction of frequency facilitation (*t*_(10)_ = 2.873, *P* = 0.0166). The number (n) is shown in the graph. Data are presented as means ± SEM

### Increased synaptic activation of granule cells after repeated ECS

Although repeated ECS increased somatic excitability of GCs (Fig. 3b), this effect was relatively small. Since neuronal excitation depends on synaptic excitation/inhibition (E/I) balance as well, we examined the effect of ECS on excitation of GCs evoked by stimulation of synaptic inputs. The medial perforant path (MPP) input to GCs was stimulated, and evoked EPSPs and GC population spikes were recorded in the GC layer (Fig. 8a). In ECS-treated mice, the coupling between EPSPs and population spikes was significantly enhanced (Fig. 8b). The GABA_A_ receptor antagonist picrotoxin abolished the difference in the EPSP-spike coupling between control and ECS-treated mice (Fig. 8c). Thus, the enhanced synaptic excitability observed after ECS is largely due to a change in synaptic E/I balance toward excitation. Using whole-cell recording, we confirmed that the amplitude of the evoked inhibitory postsynaptic currents (IPSCs), relative to the excitatory postsynaptic currents (EPSCs), was significantly reduced in ECS-treated GCs (Fig. 8d). The EPSP-spike coupling remained enhanced at 14 days after 11 times of ECS (Fig. 8e). These results demonstrated that ECS causes a sustained increase in synaptic excitability in the GCs.

**Fig. 8:**
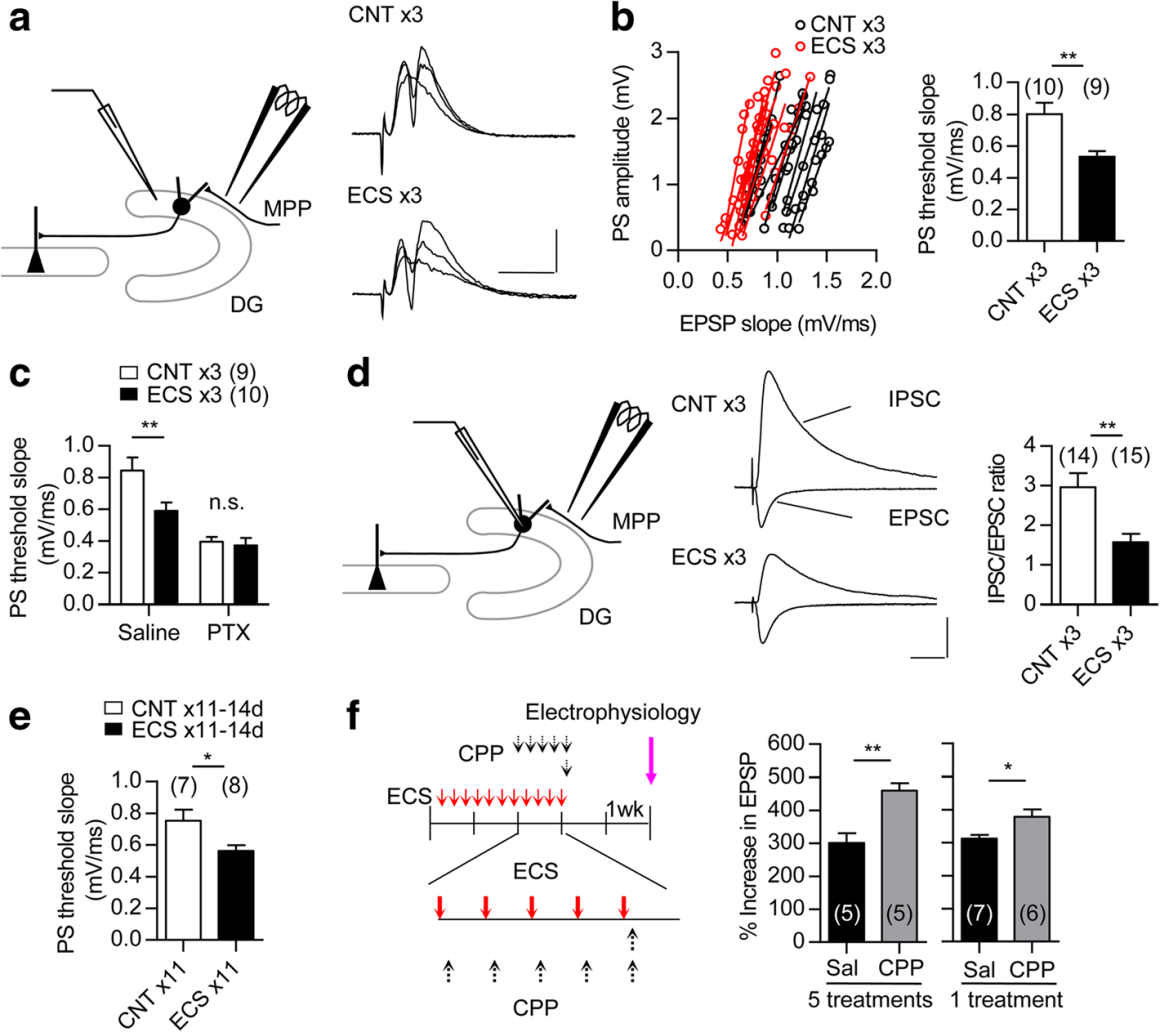
Enhanced synaptic activation in GCs after repeated ECS. **a**, Left: A diagram showing the electrode arrangement for recording GC population spikes (PSs) evoked by MPP stimulation. Right: Sample recordings of PSs evoked at three different intensities. Scale bars: 10 ms, 1 mV. **b**, Left: The relationship between field EPSP slope and PS amplitude recorded in the GC layer after three times of ECS. Right: X-intercepts of linear regression lines were measured to determine the threshold EPSP slope for evoking PS. (*t*_(13)_ = 3.356, ** *P* = 0.0052, Student’s t-test with Welch’s correction, n represents the number of slices). ***c***, Threshold EPSP slope for evoking PS in absence and presence of picrotoxin (100 μM, PTX) in the same slices after three times of ECS. A significant difference between CNT and ECS was observed only in the absence of PTX (Bonferroni’s test following two-way repeated measure ANOVA; Saline, ** *P* < 0.01, interaction [drug treatment × ECS]; *F*_(1,17)_ = 8.14, *P* = 0.011, n represents the number of slices). **d**, Left: A diagram showing the electrode arrangement for recording evoked postsynaptic currents. Center: EPSCs and monosynaptic IPSCs recorded in the same GCs. Scale bars: 20 ms, 100 pA. Right: Reduced IPSC/EPSC ratios after three times of ECS (*t*_(27)_ = 3.375, ** *P* = 0.0023, n represents the number of cells). **e**, Threshold EPSP slopes for evoking PS at 14 days after 11 times of ECS (*t*_(13)_ = 2.543, * *P* = 0.0245, n represents number of slices). **f**, Effect of CPP (1 or 5 treatments at 20 mg/kg) injected after each ECS as indicated on frequency facilitation at 14 days after 11 times of ECS (1 treatment: *t*_(11)_ = 2.73, * *P* = 0.0196, 5 treatments: *t*_(8)_ = 4.293, ** *P* = 0.0026). The number (n) is shown in the graph. Data are presented as means ± SEM

This continuous enhancement of synaptic activation in GCs through, and also beyond, the period of ECS treatments suggests a possible involvement of endogenous neuronal excitation during the non-stimulated period in the establishment of the lasting change in the maturation-related phenotype of GCs. To test this possibility, we examined the effect of an NMDAR antagonist applied during the inter-stimulus period. The NMDAR antagonist, 3-(2-carboxypiperazin-4-yl)propyl-1-phosphonic acid (CPP), was administered during the latter half of ECS treatments. To minimize the effect of CPP on NMDAR activation that was directly induced by ECS, CPP was injected shortly after each ECS. This CPP treatment significantly reversed the reduction of frequency facilitation at 14 days after 11 times of ECS (Fig. 8f). Even a single CPP injection after the last ECS was effective in reversing the reduction of frequency facilitation (Fig. 8f). These results suggest that the endogenous neuronal activity contributes to the lasting change in the maturation-related phenotype of GCs via NMDAR activation.

## Discussion

Accumulating evidence suggests modifications of the maturation status of brain neurons as a novel cellular basis of treatments for psychiatric disorders [7, 8, 10–12, 20]. Here we demonstrate that ECS profoundly changes biochemical and physiological features of the mature dentate GCs: ECS reduced the levels of mature neuronal markers, reduced activity-dependent neuronal responsiveness, and increased somatic excitability in the dentate GCs, and also reduced frequency facilitation of MF EPSPs. Since the magnitude of MF frequency facilitation correlates well with the expression level of the mature GC marker *Calb1*, it can be a good physiological index of the functional maturity of GCs [7]. After repeated ECS treatments, the magnitude of facilitation was comparable to that of control mice around postnatal day 10 [7]. The rapid reduction in the expression of mature GC markers after a single ECS and the lack of effects of X-ray irradiation on the reduction of *Calb1* expression indicated that such “demature” GCs are distinct from newly generated immature neurons. Immature GCs generally exhibit higher input resistance than mature GCs, due to their small cell size as indicated by small capacitance and also due to a difference in the resting current density. In the present study, ECS-treated GCs showed normal input resistance and membrane capacitance (data not shown), suggesting no significant change in the cell size. At the later stage of GC maturation, the input resistance is inversely proportional to the membrane capacitance [23], suggesting that the cell size is the critical determinant of the input resistance at late maturation of GCs. Therefore, a plausible interpretation of our observations is that ECS can apparently reverse some of the biochemical and physiological alterations characterizing the late-stage maturation of GCs without changing the overall morphology of them (Fig. 9).

**Fig. 9:**
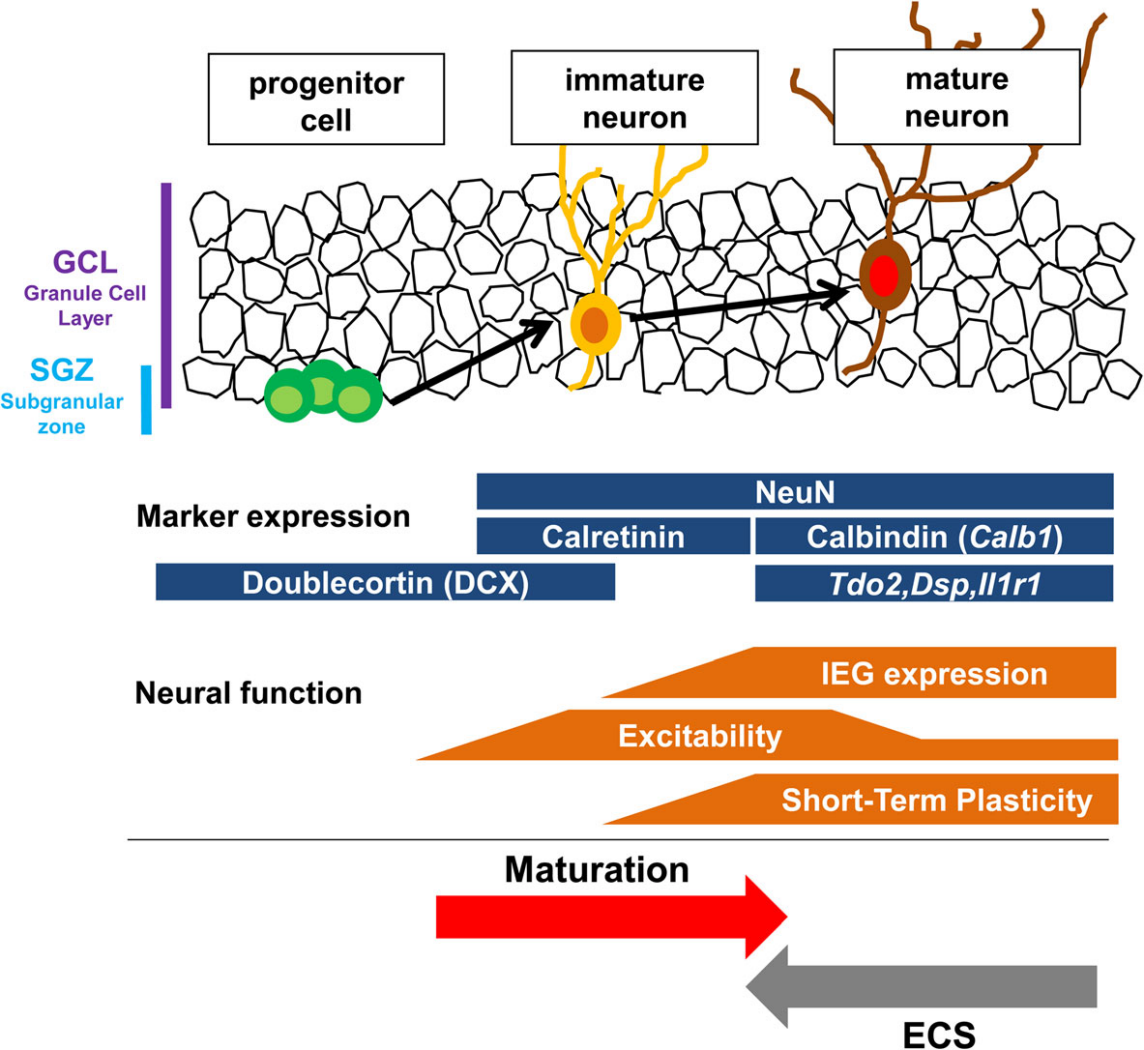
Models of changes in maturation-related phenotypes of the adult GCs by ECS. Developmental stages of GCs in the DG can be identified by stage marker expression and neuronal function

We have previously shown that the SSRI antidepressant fluoxetine can induce GC dematuration [7, 8, 10, 20]. The phenotype of ECS-treated GCs investigated here resembled those of the SSRI-treated demature GCs, as exemplified by similar comprehensive gene expression profiles in the DG. Since ECS has been considered to be an animal model of the ECT used for depression, our results suggest that dematuration of neurons in the DG could be a common cellular basis for pharmacological and physical antidepressant treatments. One of the common functional features of the GCs found in SSRI- and ECS-treated mice is increased somatic excitability. In addition, ECS-treated GCs show alteration of the synaptic E/I balance toward excitation. It has been suggested that neuronal excitation or the E/I balance in the DG is perturbed by chronic stress [27–29]. It is possible that GC dematuration restores neuronal activity in the DG of individuals in a depressed state by enhancing the synaptic and/or intrinsic excitability. Clinically, ECT has fast-acting antidepressant effects and is effective in most of patients who are resistant to monoaminergic antidepressant drugs. Consistent with this clinical setting, the phenotypic change in GCs by ECS emerges rapidly and does not require the serotonergic system. Although the magnitude of dematuration, as assessed by the reduction of frequency facilitation, is on average similar between ECS and SSRI, the effect of ECS is much less variable than that of SSRIs (compare Fig. 3g in this study and Fig. 3b in [7]). In SSRI-treated mice, the excessive change in the maturation-related phenotype was accompanied by a marked increase in day-to-day fluctuation of home-cage activity levels that resembled an antidepressant-induced rapid change in mood [8]. In addition, α-CaMKII hetero KO mice show profound immaturity of the DG and infradian oscillation of home-cage activity levels [2]. Thus, the invariable effect of ECS may be related to a relatively low risk for switching to mania in patients with bipolar disorder who are treated with ECT [30]. While ECT rapidly alleviates acute episodes of depression, relapse rates are relatively high after discontinuation of the therapy [31, 32]. Based on our model, increased neuronal activity and/or augmentation of NMDAR activation may help to prevent relapse of depressive symptoms after discontinuation of ECT.

We demonstrated that the synaptic E/I balance is changed toward excitation in the ECS-treated GCs, and that the excitability of the ECS-treated GCs is continuously enhanced. Enhanced GABAergic inhibition by diazepam after the period of ECS treatments partially reversed the altered phenotype of GCs to the initial matured state (Fig. 7e), suggesting that endogenous neuronal activity is required for lasting maintenance of the demature state of GCs. Since block of NMDAR activation during the non-stimulated period also attenuated the long-lasting effect of ECS on the phenotype of GCs, it is likely that the enhanced synaptic excitation of these cells supports their demature state via NMDAR activation. Recent studies including our own have suggested that both changes in the E/I balance and aberrant neuronal maturation are involved in the pathophysiological basis of schizophrenia and related neuropsychiatric disorders [2, 5, 26, 33–36]. It is possible that defects in neuronal maturation could alter the circuit E/I balance, and a change in the E/I balance toward over-excitation may anchor the aberrant state of maturation in these disorders. Enhanced inhibition may benefit this type of psychiatric disorder, not only by correcting the circuit E/I balance, but also by allowing proper maturation of neurons in the circuit. Indeed, enhancing GABAergic inhibition has been suggested as a treatment strategy for schizophrenia [37]. Further investigation of the regulation of neuronal maturation by neuronal activity would facilitate understanding of the heterogeneous pathogenic and pathophysiological mechanisms underlying neurodevelopmental psychiatric disorders.

## Methods

### Animals

Male C57BL/6J or C57BL/6N mice, 8 weeks of age, were purchased from Japan SLC or Charles River Japan. The 5-HT4 receptor mutant mice (strain name: B6.129P2-Htr4 < tm1Dgen>/J > backcrossed to the C57BL/6J background more than 10 times were purchased from the Jackson Laboratory. Male and female homozygous mutant mice and their wild-type littermates from heterozygous mating were used in this study. Mice were pair-housed and maintained under standard conditions with a 12-h light/dark cycle and *ad libitum* access to food and water unless otherwise stated. All mice were habituated for over one week before experimental procedures.

### Electroconvulsive stimulation

Bilateral ECS (current, 25 mA; shock duration, 1 s; frequency, 100 pulse/s; pulse width, 0.5 msec) was administered via moistened, spring-loaded ear-clip electrodes with a pulse generator (ECT Unit; Ugo Basile) to mice that were anesthetized with isoflurane (1.5 to 2%) in order to avoid sudden unexpected death associated with seizures. In repeated treatments, ECS was administered 4 times a week for up to 3 weeks. The sham-treated animals were handled in an identical manner to the ECS-treated animals without the administration of shock. In cranial irradiation experiments, ECS was started 14 day after irradiation. Cranial X-ray irradiation was administered as previously described [20]. X-ray (Rigaku Radiofrex 350 X-ray generator) at a dose of 10 Gy was delivered at a dose rate of 0.74 Gy/min.

### Drug treatments

Fluoxetine hydrochloride (LKT Labs) was dissolved in drinking water and orally applied at a dose of 22 mg/kg/day for 4 weeks as described previously [7]. The fluoxetine solutions were prepared every day, and daily fluoxetine intake was determined for individual mice on the basis of the water consumption during the preceding 24 h and the body weight measured every other day. Saccharin (0.2%) was included in the fluoxetine solution to keep water intake comparable to the baseline. Diazepam (Wako) was dissolved in dimethyl sulfoxide (DMSO) at 10 to 20 mg/ml, diluted in the drinking water, and administered at 5 to 10 mg/kg/day. D-AP5 (Tocris Bioscience) was dissolved in saline and intracerebroventricularly administered (1 μg/mouse) under anesthesia with pentobarbital (50 mg/kg) 20 min prior to ECS. Cycloheximide (Santa Cruz) was dissolved in saline and intraperitoneally administered at a dose of 200 mg/kg 30 min before ECS. For deletion of serotonergic neurons, 5,7-DHT (Sigma Aldrich) was dissolved in saline containing 0.1% ascorbic acid and was intracerebroventricularly administered (200 μg/mouse) under anesthesia with pentobarbital (50 mg/kg) 30 min after intraperitoneal injection of desipramine (25 mg/kg; Sigma Aldrich). The deletion of serotonergic neurons 1 week after the injection was confirmed in equally conditioned mice by immunohistochemical analysis using anti 5-HT antibody (Immunostar 20080, diluted 1:10000). CPP (Sigma-Aldrich) was dissolved in saline and intraperitoneally injected at a dose of 20 mg/kg shortly after ECS procedures.

### Real time PCR

Mice were decapitated at the time indicated in figure legends and the DG of the hippocampus was dissected under a stereoscopic microscope. Total RNA was extracted from the isolated DG by using an RNeasy micro kit (Qiagen) or Reliaprep RNA Cell Miniprep System (Promega), and subjected to the reverse transcription reaction with a Superscript VILO (Invitrogen), followed by real time PCR with a LightCycler (Roche Applied Science) using Fast Start DNA Master SYBR Green I. Crossing point values were acquired by using the second derivative maximum method. The expression level of each gene was quantified using external standardized dilutions. Relative expression levels of target genes between samples were normalized to that of 18S rRNA. The specificity of each primer set was confirmed by checking the product size by gel electrophoresis. Primer sequences for each gene are shown in Table 5.

**Table 5:** Primer sequences used for real-time RT-PCR

Gene	Forward	Reverse
*Calb1*	5′- tctggcttcatttcgacgctg-3′	5′- acaaaggatttcatttccggtga-3′
*Tdo2*	5′- atgagtgggtgcccgtttg-3′	5′- ggctctgtttacaccagtttgag-3′
*Dsp*	5′- gctgaagaacactctagccca-3′	5′- actgctgtttcctctgagaca-3′
*Il1r1*	5′- gtgctactggggctcatttgt-3′	5′- ggagtaagaggacacttgcgaat-3′
*Fos*	5′- ctgtcaacacacaggactttt-3′	5′- aggagatagctgctctactttg-3′
*18S rRNA*	5′- gaggccctgtaattggaatgag-3′	5′- gcagcaactttaatatacgctattgg-3′

### Immunohistochemistry

Mice were perfused with saline and 4% paraformaldehyde in 0.1 M phosphate buffer, pH 7.4. The brains were dissected out and postfixed in the same fixative at 4 °C for 24 h. After immersion in 0.1 M phosphate buffer containing 20% sucrose at 4 °C overnight, the brains were rapidly frozen at -80 °C and sectioned using a cryostat at 30 μm thickness. The free-floating sections were first incubated with 10% normal equine serum in PBS containing 0.3% Triton X-100 for 1 h at room temperature and subsequently incubated with mouse anti-calbindin-D-28 K monoclonal antibody (Sigma Aldrich, C9848, diluted 1:3000), mouse anti-calretinin monoclonal antibody (Millipore, MAB 1568, diluted 1:3000), goat anti-doublecortin polyclonal antibody (Santa Cruz, sc-8066, diluted 1:500), rabbit anti-c-Fos polyclonal antibody (Calbiochem, PC38, diluted 1:2000), or mouse anti-NeuN antibody (Millipore, MAB377, diluted 1:500) overnight at 4 °C. After washing three times with PBS containing 0.3% Triton X-100, the sections were incubated with secondary antibody conjugated with AlexaFluor488 or AlexaFluor555 (Molecular Probes). After washing, the sections were mounted on slides and observed with a fluorescent microscope (Biozero 8000, Keyence). For some sections of doublecortin immunostaining, biotinylated horse anti-goat IgG (Vector) was used as a secondary antibody, followed by incubation with ABC Vectastain Kit (Vector). Antigen detection was performed with 3,3′ -diaminobenzidine staining.

### Electrophysiological analysis

Mice were singly housed in the institutional standard condition (14:10 light/dark cycle; lights on at 6:00 A.M. through 8:00 P.M.). Mice were decapitated under deep halothane anesthesia 24 h after the last ECS unless otherwise stated. Both hippocampi were isolated, and transverse hippocampal slices (380 μm) were cut using a tissue slicer. Electrophysiological recordings were performed as described [7]. Recordings were made in a submersion-type chamber maintained at 27.0–27.5 °C and superfused at 2 ml/min with saline composed of (in mM): NaCl, 125; KCl, 2.5; NaH_2_PO_4_, 1.0; NaHCO_3_, 26.2; glucose, 11; CaCl_2_, 2.5; MgCl_2_, 1.3 (equilibrated with 95% O_2_/5% CO_2_). EPSPs arising from the MF synapses were evoked by stimulating the dentate granule cell layer and recorded from the stratum lucidum of CA3 using a glass pipette filled with 2 M NaCl. The amplitude of field EPSPs was measured on analysis as described [38]. A criterion used to identify the MF input was more than 85% block of EPSP by an agonist of group II metabotropic glutamate receptors, (2S,2′R,3′R)-2-(2′,3′-dicarboxycyclopropyl)glycine (DCG-IV, 1 μM). Single electrical stimulation was delivered at a frequency of 0.05 Hz unless otherwise specified. For recording EPSPs and population spikes evoked by activation of the MPP input to GCs, the recording electrode was placed in the granule cell layer, and electrical stimulation was delivered every 30 s via the electrode placed in the middle third of the molecular layer. The initial slope of EPSPs was measured on analysis. The amplitude of the population spike was measured as the difference between the negative peak and the average of two positive peaks. Whole-cell current-clamp recordings were made from GCs with a pipette filled with a solution composed of (in mM) potassium gluconate 140, HEPES 20, NaCl 8, MgATP 2, Na_2_GTP 0.3, EGTA 0.05 (pH adjusted to 7.3 with KOH). The recording pipette was placed in the middle third of the granule cell layer. Hyperpolarizing currents (6 - 16 pA, 400 ms) were injected through the recording pipette to measure the input resistance. Depolarizing currents (400 ms) with increasing intensity by 10 pA steps were injected to measure the threshold current intensity to evoke action potentials. Whole-cell voltage-clamp recordings were made from GCs with a pipette filled with a solution composed of (in mM) cesium gluconate 140, HEPES 20, NaCl 8, EGTA 0.1, MgATP 2, Na_2_GTP 0.3 (pH adjusted to 7.3 with CsOH). EPSCs evoked by MPP stimulation were recorded at the reversal potential (-70 mV) for IPSCs. The amplitude of EPSC was adjusted around 100 pA. Monosynaptic IPSCs were then recorded in the same cells at +1 mV in the presence of 6-cyano-7-nitroquinoxaline-2,3-dione (CNQX, 10 μM) and D-AP5 (25 μM). The liquid junction potential was corrected in these recordings. All recordings were made using a Multiclamp 700B amplifier (Molecular Devices, Sunnyvale, CA, USA), filtered at 2 kHz and stored in a personal computer via an interface (digitized at 5 - 10 kHz). DCG-IV and CNQX were purchased from Tocris Bioscience (Bristol, UK). Picrotoxin was from Wako Pure Chemical Industries, Ltd (Osaka, Japan).

### In situ hybridization

In situ hybridization was performed using a digoxigenin (DIG)-labeled riboprobe as described [39]. *Calb1* cDNA template probe was cloned by PCR with gene-specific primers (Forward; 5′-actgaccacagcggcttc-3′, Reverse; 5′-agaggcagaagcccatcc-3′, Product Length; 927 bp), verified by sequencing, and used to produce a labeled riboprobe with the RNA Labeling kit (Roche). The brains were removed from mouse skulls at 6 h after single ECS and rapidly frozen on dry ice. None of the sense probes yielded any signal.

### Microarray analysis

For comparison of gene expression profiles between single ECS-treated and repeated ECS-treated DG, the same RNA samples as in Fig. 2a and b were used. Dematured DG and control samples were collected as follows. Mice were decapitated at 24 h after the 11 times of ECS or 4-week treatment of fluoxetine at a dose of 22 mg/kg. The hippocampal slices were prepared as described above. The dentate gyrus was dissected from some of them, and the remaining slices were used for electrophysiological analyses. Frequency facilitation at the MF-CA3 synapse was measured in each mouse, and the DG samples from fluoxetine-treated mice that exhibited small frequency facilitation were used as dematured DG (*n* = 3). Reduced facilitation was also confirmed in ECS-treated mice. The control DG samples were collected from vehicle- or sham-treated mice. Total RNA was extracted by using an RNeasy micro kit (Qiagen) and the samples of the same groups were put together. From each group, 100 ng of total RNA was amplified with 3′IVT Express kit (Affymetrix, Inc.). All samples were hybridized to the GeneChip mouse genome 430A 2.0 array (Affymetrix, Inc.), and the microarray suite 5.0 of the Affymetrix gene chip operating software was used for the analysis of the GeneChip data. For each transcript represented on the array, the statistical expression algorithm computes detection (present or absent), signal intensity, change (increase or decrease), and change *p*-value. For the comparison in the DG between repeated ECS- and chronic fluoxetine-treatment, if the average signal intensity in all of the conditions (ECS, sham, fluoxetine, control) was lower than 50, the genes were excluded from further analysis. Hippocampal gene expression data in Shn-2 KO mice and αCaMKII hetero KO mice was obtained from [26] and [2], respectively. Correlations were examined with Spearman correlation coefficients. Gene ontology analysis was performed using DAVID Bioinformatics Resources 6.8 (National Institute of Allergy and Infectious Diseases).

### Immunoblot

The brains were removed at 24 h after the last ECS and the DG of the hippocampus was dissected under a stereoscopic microscope. The isolated DG was sonicated in protein lysis buffer containing protease inhibitor cocktail (Nacalai tesque) on ice and centrifuged at 20,000 *g* for 10 min at 4 °C. Supernatants containing 10 μg of proteins were separated on 12% SDS-polyacrylamide gel by electrophoresis and transferred onto polyvinyl difluoride membrane. The membrane was first blocked with Blocking One (Nacalai tesque) for 1 h at room temperature and then incubated with mouse anti-calbindin-D-28 K monoclonal antibody (diluted 1:3000) or anti-PSD-95 monoclonal antibody (BD bioscience, BD610496, diluted 1:500) at 4 °C overnight. After washing, the membrane was incubated with horseradish peroxidase conjugated secondary antibody (Jackson) for 1 h at room temperature, and bands were visualized with the ECL reagent (GE Healthcare). The same membrane was then stripped, and detection of β-actin was performed using mouse anti-β-actin monoclonal antibody (Millipore, MAB1501R, diluted 1:3000) in the same way. The signal intensity of calbindin was calculated by LAS-3000 (FujiFilm) and normalized to that of β-actin.

### Statistics

All data are presented as means ± SEM. Experiments with two groups were compared with unpaired two-tailed Student’s *t* test unless otherwise specified, and experiments with more than two groups were subjected to one-way ANOVA, followed by the Dunnett’s test or the Tukey’s test. Interaction between subgroups was compared with two-way ANOVA, followed by the Bonferroni’s test. Statistical significance was set at *P* < 0.05. The number of data “n” represents the number of mice used unless otherwise specified.

## Additional file

Additional file 1: Table S1. Functional classification of the genes that showed reduced responsiveness 1 h after repeated ECS treatments compared with a single ECS on the basis of the gene ontology (GO) terms. **Table S2.** Functional classification of the genes that showed similar responsiveness 1 h after repeated ECS treatments compared with a single ECS on the basis of the GO terms. **Table S3.** Functional classification of the genes that showed significantly increased expression change by only ECS treatment (317 gene probes) on the basis of the gene ontology (GO) terms. **Table S4.** Functional classification of the genes that showed significantly decreased expression change by only ECS treatment (444 gene probes) on the basis of the GO terms. **Table S5.** Functional classification of the genes that showed significantly increased expression change by only SSRI treatment (690 gene probes) on the basis of the GO terms. **Table S6.** Functional classification of the genes that showed significantly decreased expression change by only SSRI treatment (739 gene probes) on the basis of the GO terms. (PDF 169 kb)

## Abbreviations

5,7-DHT: 5,7-dihydroxytryptamine
5-HT4R: serotonin type 4 receptor
CNQX: 6-cyano-7-nitroquinoxaline-2,3-dione
CPP: 3-(2-carboxypiperazin-4-yl)propyl-1-phosphonic acid
D-AP5: D-(-)-2-amino-5-phosphonopentanoic acid
DCG-IV: (2S,2′R,3′R)-2-(2′,3′-dicarboxycyclopropyl)glycine
DG: Dentate gyrus
E/I: Excitation/inhibition
ECS: Electroconvulsive stimulation
ECT: Electroconvulsive therapy
EPSCs: Excitatory postsynaptic currents
EPSPs: Excitatory postsynaptic potentials
GCs: Granule cells
IEGs: Immediate early genes
IPSCs: Inhibitory postsynaptic currents
MFs: Mossy fibers
MPP: Medial perforant path
NMDAR: N-methyl-D-aspartate receptor
SSRI: Selective serotonin reuptake inhibitor

How the deposited data were processed for this re-analysis (not part of the article)

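RNA of the mouse dentate gyrus was measured on 4 Affymetrix mouse genome 430A arrays, 1 array each for sham, repeated ECS, vehicle and fluoxetine. The RNA of each group was pooled, so there are no replicates. Conditions were taken from the sample labels and the paper. The labels and the paper give different times after the last ECS (6 h and 24 h), and the paper's was used beside its claims. Arrays of the single ECS experiment and of the mutant mice were not analysed here.

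The authors made the values with MAS5, the statistical expression algorithm of Affymetrix, which combines the probes of a probe set into 1 signal intensity. The deposited values are linear intensities without a common scale. The paper's change calls come from a probe-level test, which was not repeated here, since it needs the single probes. The analysis had been laid out for the signals as deposited, before it was known that the arrays were unscaled; that setting was kept, and median-centred and quantile-normalized values were computed as alternatives.

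From these intensities, log2 ratios of ECS to sham and of fluoxetine to vehicle were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1; figures were drawn with matplotlib 3.10.9. A signal of 0 was taken as 0.1, which occurred in no probe set past the signal filter. Probe sets with a mean signal of at least 50 over the 4 arrays were kept, as in the paper's methods, and the 64 control probe sets were left out. A change was at least 1.5-fold. As no replicates exist, no test was run and no p-value is given. The control spread, gene list percentiles, permutations and expected overlaps describe these arrays only. The ratio of sham to vehicle was always centred on its median over the probe sets. Median-centring as an alternative took each array to its own median log2 signal past the filter, and this was always done with the control arrays exchanged.

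Gene names came from the platform annotation by probe set, checked against the current symbols of the same gene identifiers, which altered none of them. Of the 22626 probe sets other than controls, 20380 have 1 gene, 691 several and 1555 none there. Probe sets with several genes or none were counted but not named, which leaves 2 of the 30 probe sets of Tables 3 and 4 without a name here. After the filter 7935 genes were measured. Coordinates are not given because the sources name no genome build.

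The rule for the genes named in the text was fixed before the data were examined. It takes the genes the paper names on the arrays and in Tables 3 and 4, whose values had been seen in those tables. It takes the 10 largest increases and 10 largest decreases shared by both treatments, ranked with signals floored at 50, and 5 per direction for each treatment alone. These were at least 2-fold in one comparison and under 1.2-fold in the other; only 2 genes met this for a decrease with fluoxetine. It also takes up to 4 members of each of 33 gene lists, those with the largest mean change. Other list members that the text names were chosen after their values were seen, among them Nr4a1, Egr1, Dcx, Prox1, Marcksl1 and Inhba.

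The steps were tested on simulated arrays of 13422 probe sets with the real signals and control spread. Of probe sets with a planted 2-fold change, 94.0% to 99.0% of a class of 100 were recovered, 4.81% of 13022 unchanged probe sets were called in either comparison and 14 in both. The correlation over unchanged probe sets was 0.02. A list of 30 probe sets shifted by 0.6 stood at the percentile of 100.0, and 1 without a shift at 53.1. The simulation assumes independent noise of the size of the control spread.

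Alternatives set before the data were examined were the other reading of the paper's signal filter (at least 1 array at 50), no filter and a mean of 200; median-centring and quantile normalization; a floor of 50 and a pseudocount of 16; 1 probe set per gene, or the mean over a gene's probe sets; exchanged control arrays; sizes of 1.2-fold and 2-fold, the central 95% of sham over vehicle, and lists of the paper's sizes; and Pearson's coefficient. The paper's gene ontology analysis was not repeated; fixed gene lists were used in its place. The precision is limited by the number of arrays, 1 per group.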

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

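The tests of the mature granule cell markers and of the immediate early genes were chosen after the results were seen. The tests of the correlation given below were not. A further one, with the ratio of sham to vehicle held fixed, was tried afterwards and dropped, as by construction it could only raise the correlation. Of 28 gene lists that the paper did not analyse as lists, 14 had a median log2 ratio beyond the central 95% of matched random lists in at least 1 comparison while the sham and vehicle arrays did not, in all 19 medians. About 1 in 20 single medians of unrelated genes would lie beyond that range by chance, and each list had 2 comparisons in which to do so. The genes of a list are related and some lists share members, so more may do so. Between the control arrays the immediate early, neuropeptide, chaperone and interneuron lists lay beyond it, at percentiles of 0.59, 97.8, 100.0 and 99.98. The other lists did not. The paper does discuss markers of immature cells in other experiments and lists rhythmic process among its gene ontology terms, and single members such as Tdo2 and Ogn are in its tables. The medians stand beside -0.10 with ECS and 0.12 with fluoxetine over all probe sets.

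Higher on median were the immature granule cell genes, at 0.54 with ECS and 0.41 with fluoxetine, the interferon-induced genes, at 0.62 and 0.66, the genes of MHC class I and complement, at 0.12 and 0.67, and the reference genes, at 0.10 and 0.32. Neurotrophic factors and receptors stood out with fluoxetine only, at 0.47, as did astrocyte markers, at 0.33, and microglia markers, at 0.47. In these lists 3 of 9, 4 of 14 and 2 of 13 genes were higher with fluoxetine and none was lower. After median-centring, 1, 3 and 2 were higher. Glucocorticoid-induced genes, at 0.093, and CA1 and CA3 pyramidal cell markers, at 0.22, stood out with ECS. Among the interferon-induced genes Ifit3 had log2 ratios of 1.22 and 1.20 and Gbp2 0.83 and 1.34, but with signals below 50 taken as 50 these were 0.82 and 1.20 for Ifit3 and 0.21 and 1.14 for Gbp2. The difference between the treatments was not tested.

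Lower on median with ECS were the circadian clock genes, at -0.39, with 5 of 14 genes lower and Per1 higher. The oligodendrocyte precursor markers were at -0.44 but 0.056 with the control arrays exchanged. Of these markers 1 of 6 was lower, and none after median-centring. The meningeal and fibroblast markers were at -0.44 with 5 of 11 genes lower and 2 higher, among them Col3a1. The granule cell identity genes, at -0.28, include the study's markers Tdo2 and Dsp. On the meningeal list the sham array stood above the vehicle array by 0.18, at the percentile of 97.2 of matched lists. On the oligodendrocyte precursor list it did so by 0.24, at the percentile of 97.4. Ribosomal protein genes were at -0.21 with ECS and -0.022 with fluoxetine, below matched lists in both, and none of the 15 was changed.

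The log2 ratios with ECS and fluoxetine rise and fall together. The correlation was 0.64 among probe sets with a mean signal of at least 500, so it does not rest on the dim ones. As a test of measurement noise this decides little. The ratios share no array, so independent noise would not make them move together. Degraded RNA is argued against by the control probe sets of Gapdh and beta-actin, whose log2 ratios differed by at most 0.11 between the 3' and the 5' end. A deviation of a single control array enters 1 of the ratios only, so by the design it would not make both move together. The exchange of the control arrays, planned for this, gave 0.18 but decides nothing, because it puts the difference between the control pools into the ratios with opposite signs. A deviation common to both control pools was not tested. Another share of other cell types stays open. Of 5 marker lists, 3 had a median within 0.2 of 0 with ECS as deposited, where at least 4 were needed to argue against it. Relative to the median ratio of all probe sets 4 did, so the outcome rests on the scale of the arrays. The 9 hybridization control probe sets had a median of -0.10 with ECS, as did all probe sets, which goes with the latter count. The bound was set for values as deposited, so the question is not decided. Handling, the choice of mice by their facilitation and the time after the last ECS were not tested. A shared response of granule cells to both treatments may also account for it.

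The mature granule cell markers are lower with both treatments. A smaller share of granule cells would lower their other identity genes as much, but the lower of the medians over 8 such genes was -0.23, with members from -1.06 to 1.02 with ECS and an SD between members of 0.66, against -1.08 for the markers. With fluoxetine the median was 0.11. A fault of single probe sets is argued against for Calb1 and Dsp by their other probe sets, of which the least decrease was -0.75. The other probe set of Tdo2 was also lower. Its signals were below 50 in both treated pools, so the size of that decrease is uncertain. Il1r1 has a single probe set past the filter, so the question stays open for it. A change of expression in granule cells is a candidate explanation, but the handling of the pools was not tested. For ECS, the paper also reports lower Calb1, Tdo2, Dsp and Il1r1 by PCR with replicate mice. It further describes granule cells that kept NeuN but lacked calbindin after repeated ECS. For fluoxetine it cites an earlier study in which mature markers were reduced.

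The immediate early genes are higher with both treatments. Unequal activation while slices were prepared cannot be told apart from a treatment effect. The list's median between the control arrays was -0.11, outside the central 95% of matched lists but far smaller than the treatment medians, and with a single pool per group the slicing of the treated mice has no control of its own. Jun went the other way, at -0.48 and -1.00.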

How the results depend on the processing

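The alternatives were each run with the other choices kept, except that ratios with exchanged control arrays were also median-centred. No paired analysis was possible because there is 1 array per group, and no result has a test. A count was taken as moved when it left 1.5 times its value, a correlation at a difference of 0.1, and a log2 ratio or median at more than its control spread or the spread of matched random lists. The mature markers were lower and the immature, immediate early and cholesterol genes higher on median with both treatments under each alternative that was run for them. Both correlations stayed above 0 under each of theirs.

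With a filter of at least 1 array at 50, 75 were changed in opposite directions. The median was 0.97 with fluoxetine for the immediate early genes. With no signal filter, 1183 were higher in both, 1020 lower in both, 1078 higher with ECS only, 1725 lower with ECS only, 1825 higher with fluoxetine only, 1061 lower with fluoxetine only and 1347 changed in opposite directions. The correlation was then 0.16 over changed probe sets and 0.23 over all. The median was 0.87 with fluoxetine for the immediate early genes. With a mean signal of at least 200, 181 were higher in both, 112 lower in both, 42 higher with ECS only, 236 lower with ECS only, 343 higher with fluoxetine only, 60 lower with fluoxetine only and 1 changed in opposite directions. The correlation was then 0.79 over changed probe sets. The median was -1.45 with ECS and -2.00 with fluoxetine for the mature markers, 0.32 with ECS for the immature genes, 2.56 with ECS for the immediate early genes and -0.079 with ECS for the interleukin-1 genes.

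After median-centring, 323 were higher with ECS only, 328 lower with ECS only, 377 higher with fluoxetine only and 429 lower with fluoxetine only. The median was 0.65 with ECS and 0.28 with fluoxetine for the immature genes, 2.46 with ECS and 0.94 with fluoxetine for the immediate early genes, 0.72 with ECS and 0.51 with fluoxetine for the cholesterol genes and 0.15 with ECS and 0.074 with fluoxetine for the axon growth genes. After quantile normalization, 322 were higher with ECS only, 394 lower with ECS only, 342 higher with fluoxetine only and 429 lower with fluoxetine only. The median was 0.25 with fluoxetine for the immature genes, 2.46 with ECS and 0.91 with fluoxetine for the immediate early genes, 0.50 with fluoxetine for the cholesterol genes and 0.11 with ECS and 0.072 with fluoxetine for the axon growth genes. Both settings take out the difference in overall level between the arrays, which sets part of the split between increases and decreases.

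With signals below 50 set to 50, 10 were changed in opposite directions. The median was 0.85 with fluoxetine for the immediate early genes. With a pseudocount of 16, 7 were changed in opposite directions. The median was 2.19 with ECS and 0.99 with fluoxetine for the immediate early genes. With 1 probe set per gene, 221 were higher in both, 84 higher with ECS only, 353 lower with ECS only, 444 higher with fluoxetine only, 108 lower with fluoxetine only and 9 changed in opposite directions. With the mean over a gene's probe sets, the median was 2.15 with ECS for the immediate early genes, 0.13 with fluoxetine for the axon growth genes and -0.36 with ECS for the interleukin-1 genes.

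With the control arrays exchanged, 536 were higher with ECS only, 578 lower with fluoxetine only and 90 changed in opposite directions. The correlation was then 0.41 over changed probe sets and 0.18 over all. The median was 0.26 with fluoxetine for the immature genes, 2.63 with ECS for the immediate early genes, 0.49 with fluoxetine for the cholesterol genes and 0.15 with ECS and 0.082 with fluoxetine for the axon growth genes. As these ratios were median-centred too, the counts stand beside 323 higher with ECS only and 429 lower with fluoxetine only after centring alone. The sign turned for 3 values: the heat shock and chaperone list had -0.13 with fluoxetine, the oligodendrocyte precursor list 0.056 with ECS, and Mcm2 -0.94 with fluoxetine. The sham and vehicle pools differ in handling as well as in treatment, so the exchange mixes these.

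At 1.2-fold, 1141 were higher in both, 923 lower in both, 401 higher with ECS only, 2115 lower with ECS only, 2499 higher with fluoxetine only, 463 lower with fluoxetine only and 596 changed in opposite directions. The correlation was then 0.58 over changed probe sets. At 2-fold, 124 were higher in both, 57 lower in both, 53 higher with ECS only, 116 lower with ECS only, 229 higher with fluoxetine only, 49 lower with fluoxetine only and 2 changed in opposite directions. Beyond the central 95% of sham over vehicle, 551 were higher in both, 337 lower in both, 1056 lower with ECS only, 1632 higher with fluoxetine only and 49 changed in opposite directions. With lists of the paper's sizes, 529 were higher in both, 475 lower in both, 413 higher with ECS only, 899 lower with fluoxetine only and 78 changed in opposite directions. The correlation was then 0.59 over changed probe sets. With Pearson's coefficient, the correlation was 0.60 over all. Smaller counts under a stricter size or filter follow from fewer probe sets passing. For the other values that moved, the cause was not tested.

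Among the log2 ratios of named probe sets, 14 moved after median-centring, 28 after quantile normalization, 25 with the floor, 31 with the pseudocount and 31 with the mean over probe sets, while 164 moved and 141 did not with exchanged controls. A filter cannot move a probe set's own ratio. Of the list medians, 50 moved and 16 did not after median-centring, and 33 moved and 33 did not after quantile normalization. With exchanged controls 43 moved, 2 turned sign and 21 did neither. Fewer moved with the floor (1), the pseudocount (3) and the mean over probe sets (9). With the filters, 5 moved at 1 array of at least 50, 9 with none and 18 at a mean of 200. At a mean of 200 the serotonin and choroid plexus lists had no value. The signal over background limits the ratios of dim probe sets, and the single array per group limits every value.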

Differences from the paper's values

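The paper counted probes by its change calls from single probes, and the counts here rest on a 1.5-fold difference of signals, so the thresholds differ. For probe sets higher in both, the paper gives 660 against 350 here. The counts came within 1.5-fold of the paper's with a filter of at least 1 array at 50 (452), the central 95% of sham over vehicle (551) and lists of the paper's sizes (529), and with no other alternative. For probe sets lower in both, the paper gives 670 against 223 here. The counts came within 1.5-fold of the paper's with a size of 1.2-fold (923) and lists of the paper's sizes (475), and with no other alternative. For probe sets higher with ECS only, the paper gives 317 against 159 here. The counts came within 1.5-fold of the paper's with a filter of at least 1 array at 50 (214), median-centring (323), quantile normalization (322), a size of 1.2-fold (401) and lists of the paper's sizes (413), and with no other alternative. For probe sets lower with fluoxetine only, the paper gives 739 against 191 here. The counts came within 1.5-fold of the paper's with no signal filter (1061), exchanged controls (578) and lists of the paper's sizes (899), and with no other alternative.

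The paper's Tables 3 and 4 give log2 ratios to 1 decimal. Of 56 values of the 28 named probe sets, each had the sign the paper gives, 48 lay within 0.5 of the paper's value and 20 differed by more than the control spread, with a median absolute difference of 0.21. Egr2 with ECS has 5.9 in the paper and 5.60 here, and came within the control spread with median-centring (5.70) and quantile normalization (5.83). Ccn4 with fluoxetine has 3.4 in the paper and 3.82 here, and came within the control spread with median-centring (3.70), quantile normalization (3.60) and the mean over a gene's probe sets (3.28). Arc with fluoxetine has 2.6 in the paper and 2.87 here, and came within the control spread with median-centring (2.74), quantile normalization (2.71) and a pseudocount of 16 (2.72). Nptx2 with fluoxetine has 3.3 in the paper and 4.13 here, and came within the control spread with the mean over a gene's probe sets (3.15). Penk with ECS has 3.1 in the paper and 2.87 here, and came within the control spread with median-centring (2.97). Npy with fluoxetine has 2.7 in the paper and 3.11 here, and came within the control spread with exchanged controls (2.68). Tdo2 with ECS has -2.2 in the paper and -2.39 here, and came within the control spread with median-centring (-2.28), quantile normalization (-2.32), a pseudocount of 16 (-2.23) and exchanged controls (-2.13). Tdo2 with fluoxetine has -2.8 in the paper and -3.28 here, and came within the control spread with the mean over a gene's probe sets (-2.73). Rasal1 with fluoxetine has -0.8 in the paper and -1.29 here, and came within the control spread with a pseudocount of 16 (-1.08). Igfbp5 with ECS has -2.0 in the paper and -2.14 here, and came within the control spread with median-centring (-2.03), quantile normalization (-2.07) and a pseudocount of 16 (-2.10). Parm1 with fluoxetine has -0.8 in the paper and -1.10 here, and came within the control spread with a pseudocount of 16 (-0.98) and the mean over a gene's probe sets (-0.94).

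None of the alternatives set before the data were examined brought the following within the control spread. Fosb with ECS has 5.5 in the paper and 6.14 here. Arc with ECS has 3.7 in the paper and 4.26 here. Penk with fluoxetine has 3.4 in the paper and 3.06 here. Igfbp6 with ECS has 3.1 in the paper and 2.46 here. Npy with ECS has 3.0 in the paper and 2.72 here.

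The probe sets of Homer1, Epop, Trhr and Shmt1 did not pass the signal filter, so that only the alternatives with another filter or none apply to them, and these leave the ratio as it is. Homer1 with ECS has 3.6 in the paper and 5.18 here. Epop with ECS has -3.5 in the paper and -4.48 here. Shmt1 with ECS has -2.9 in the paper and -3.54 here. Trhr with fluoxetine has -1.0 in the paper and -1.87 here. Homer1, Epop and Trhr were below 50 on every array and Shmt1 on 3 of 4, and with signals below 50 taken as 50 each ECS ratio of Homer1, Epop and Shmt1 and the fluoxetine ratio of Trhr is 0.00, so these differences cannot be interpreted.

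The paper left out genes with an average signal below 50, yet 7 of the 30 probe sets in its tables have a mean signal below 50 here. If the filter is read as at least 1 array at 50, 4 of the 30 are below it.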

Other observations

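Further lists gave the following medians with ECS and with fluoxetine. Neuropeptides and secreted neuronal proteins had 0.88 and 0.93, while Pdyn was lower with ECS, at -0.94. Inhba had 1.98 and 1.83 and a centred log2 ratio of sham to vehicle of -0.60. On the neuropeptide list the sham array stood above the vehicle array by 0.12, at the percentile of 97.8 of matched lists. Interneuron markers had 0.18 and 0.29, and Nos1 was lower in both, at -1.46 and -0.69, but the sham array stood above the vehicle array on this list by 0.27. Heat shock and endoplasmic reticulum chaperones had 0.21 and 0.29, and the sham array stood above the vehicle array by 0.31, so the shift is not larger than that between controls. Hsph1 had 0.94 and 1.34.

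Ion channel genes had -0.18 and 0.10, with Kcnip3 higher in both at 1.08 and 1.10. Glutamate receptors and scaffolds had 0.09 and 0.18, and presynaptic genes -0.06 and 0.06. Extracellular matrix and Wnt modulators had -0.08 and 0.14, with 3 genes higher and 3 lower in both. Ccn4 is among those higher, but its log2 ratio with ECS went from 1.70 to 0.12 with signals below 50 taken as 50. Cell cycle and progenitor genes had -0.23 and 0.00, and Mcm6 was lower in both, at -0.65 and -1.14. Its decrease with ECS was under 1.5-fold after median-centring, and its other probe set had -0.42 with ECS. The 2 measured serotonin receptor genes had a median of 0.09 and -0.21.

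Oligodendrocyte markers had -0.08 and 0.15, endothelial and pericyte markers 0.07 and 0.20, and the 2 choroid plexus and ependymal markers -0.12 and 0.02. Mitochondrial respiratory chain genes had -0.04 and 0.10, and none of the 25 was changed. Vim, an intermediate filament of astrocytes, had 0.79 and 2.10, and Col3a1, a collagen, 1.67 and 2.47, or 1.44 and 2.15 with signals below 50 taken as 50.

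Where the brightest probe set of a gene was changed, a second probe set had the same direction for 214 of 244 genes with ECS and for 270 of 284 with fluoxetine.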
